# Morphological and Molecular Features of Porcine Mesenchymal Stem Cells Derived From Different Types of Synovial Membrane, and Genetic Background of Cell Donors

**DOI:** 10.3389/fcell.2020.601212

**Published:** 2020-12-09

**Authors:** Puntita Siengdee, Michael Oster, Henry Reyer, Torsten Viergutz, Klaus Wimmers, Siriluck Ponsuksili

**Keywords:** mesenchymal stem cells, SMSCs, synovial membrane, porcine synovium, German Landrace, Angeln Saddleback

## Abstract

Synovial mesenchymal stem cells (SMSCs) have become a great cell source for musculoskeletal stem cell research, especially related to cartilage and bone tissue regeneration, due to their superior cell proliferation properties and multidifferentiation potential into various cell lineages. This study revealed isolation methods, culture conditions, and morphological and molecular characterization of SMSCs derived fibrous synovium (FS) and adipose synovium (FP) of two pig breeds differing in growth performance [German Landrace (DL), and fat deposition (Angeln Saddleback (AS)]. Herein, FS possessed nucleated cell numbers nearly twice as high as those of FP at Passage 0. SMSCs derived from different types of synovial membrane and genetic background show similar cell morphologies and immunophenotypes, which were assessed by cell surface epitopes and multilineage differentiation potential, but differ significantly in their molecular characteristics. In addition, transcripts of SMSCs from AS were more enriched in IGF-1 signaling and VEGF ligand receptor, while SMSCs from DL were more enriched in growth hormone signaling and bone metabolism. The results indicate that genetics and tissues play significant roles for SMSC characteristics so that SMSCs can be traced back to the original cell donor and be used for fine turning in applications of medical research and therapies.

## Introduction

Multipotent and self-renewing mesenchymal stem cells (MSCs) have the potential to differentiate into various connective tissue cell lineages, such as osteocytes, adipocytes, chondrocytes, and even myocytes, under defined conditions (Mochizuki et al., 2006; Yamaguchi, 2014). MSCs provide a source for fascinating models of differentiation, cell therapy, and tissue engineering (Marion and Mao, 2006; Parekkadan and Milwid, 2010). MSCs can be generated from various adult tissues and organs, including bone marrow, muscle, adipose tissue, synovium, periosteum (Sakaguchi et al., 2005; da Silva Meirelles et al., 2006; Beane and Darling, 2012; Chong et al., 2012;

Baer, 2014; Rohban and Pieber, 2017). These MSCs are assumed to be similar irrespective of their original tissue sources and to have common surface epitopes (Yamachikaa and Iida, 2013). However, there is growing evidence that isolation rates, and functional properties of the cells, which influence their applicability, depend on the source from which they are harvested, as well as the preparation and differentiation techniques applied (Parekkadan and Milwid, 2010; Baer, 2014; Yamaguchi, 2014). Bone marrow and white adipose tissue are the main sources used to harvest MSCs because of their high isolation rate, high numbers of colony-forming units, and excellent cell properties (Yamaguchi, 2014; Xu et al., 2017; Mohamed-Ahmed et al., 2018). To date, synovium-derived cells have attracted significant interest as a potential source of MSCs and for clinical applications because their yield, expandability, proliferation potential, and differentiation potential are similar to, or even higher than, those of bone marrow, periosteum, adipose tissue, and skeletal muscle in humans (Wickham et al., 2003; Sakaguchi et al., 2005; Mochizuki et al., 2006; Alegre-Aguarón et al., 2012), rats (Yoshimura et al., 2007), and dogs (Sasaki et al., 2018). Studies on pigs confirmed the superior potential of synovium-derived MSCs in cartilage regeneration (Shimomura et al., 2010; Nakamura et al., 2012). However, preparation and isolation methods for synovium-derived MSCs (SMSCs) from domestic pigs have not been well described though representing valuable non-rodent models for medical research approximating human conditions.

Two types of synovial tissue can be classified on the basis of their anatomical relationship to the femur: one type overlies the non-cartilaginous areas of the medial and lateral femur (fibrous synovium); the other is present on the opposite side of the femur and covers the inner joint capsule (infrapatellar fat pad or adipose synovium), and is more easily accessible (Nishimura et al., 1999). In this study, we collected and expanded, using similar processes, both fibrous and adipose synovial tissue from two different pig breeds. By examining specific surface epitopes; different osteogenic, adipogenic, and chondrogenic differentiation potentials together with the differential gene expression profiles between breeds and two different types of synovial tissues this study aims to compare the properties of these cell populations to characterize the most suitable and accessible sources of pig SMSCs, which have not been well reported to date.

## Materials and Methods

### Ethics Statement

Animal care and tissue collection procedures were approved by the Animal Care Committee of the Leibniz Institute for Farm Animal Biology and carried out in accordance with the approved guidelines for safeguarding good scientific practice at the institutions in the Leibniz Association and the measures were taken to minimize pain and discomfort and accord with the guidelines laid down by the European Communities Council Directive of 24 November 1986 (86/609/EEC). For this study, the animals were used for meat production and underwent no experimental treatment, diagnostic sampling, or any other intervention before killing. Animal handling as well as the killing was in accordance with applicable laws, relevant guidelines, and provisions for ethical regulations.

### Collection and Preparation of Tissue Samples

The pig joints used in this study were from the hind legs (stifle joints) of three male 59 day old piglets of each of the German Landrace (DL, *n* = 3) and Angeln Saddleback (AS, *n* = 3) breeds. Following death, the pigs’ legs were carefully removed from the body at the acetabulum of the hip joint and immediately brought to a clean laboratory to remove the dirty skin and attached muscles taking care not to damage or open the joint capsule in this step avoiding contamination of synovium-derived cells. The stifle joints were soaked in 99.98% ethanol and brought to the cell culture laboratory (Figures 1A,B).

**FIGURE 1:**
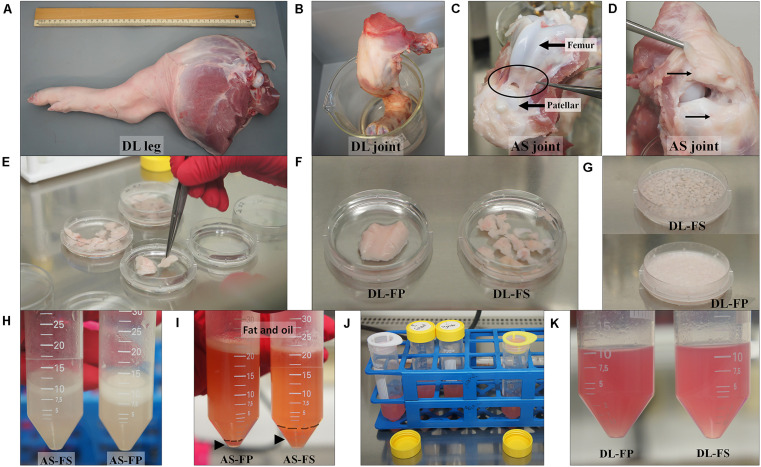
Tissue collection and isolation of porcine synovial mesenchymal stem cells (SMSCs). **(A,B)** Synovial tissues were harvested from German Landrace (DL) and Angeln Saddleback (AS) pigs’ stifle joints. **(C,D)** Fibrous synovium (FS) was harvested from the inner side of the lateral joint capsule; the suprapatellar bursa and adipose synovium (FP) were harvested from the inner side of the infrapatellar fat pad of the knee joint. **(E–G)** Synovial tissues were washed, chopped, and digested with collagenase. **(H–K)** After centrifugation, the cell suspension fraction was strained. The cell pellets were then resuspended in the growth medium and cultured.

### Harvest of Synovial Tissue and Isolation of Synovium-Derived Mesenchymal Stem Cells

Synovial tissue collection and synovial mesenchymal stem cell isolation procedures previously described for dogs (Sasaki et al., 2018) and humans (Mochizuki et al., 2006; Katagiri et al., 2017) were modified to create the procedure used on pigs in the present study. Briefly, joint capsules were aseptically opened under a laminar flow hood. The porcine synovial membranes were removed from the knee joints. Two sources of synovial tissue were collected. Fibrous synovium (FS) was harvested from the inner side of the lateral joint capsule—especially at the suprapatellar bursa, which overlies the non-cartilaginous surfaces of the lateral condyles of the femur (Figure 1C). The adipose synovium (FP) was harvested from the inner side of the infrapatellar fat pad of the knee joint (Figure 1D). Synovial tissues were rinsed three times with PBS (Merck KGaA, Darmstadt, Germany) plus 10% antibiotic/antimycotic solution (Merck KGaA, Darmstadt, Germany), with the optional addition of 10 × gentamycin at 50 μg/mL (Gibco, New York, United States) (Figure 1E). Tissues were minced meticulously with a scalpel or iris scissors into 1–2 mm^3^ pieces, and digested with 0.1% (w/v) collagenase D solution (Merck KGaA, Darmstadt, Germany) in PBS for 20 h at 37°C in an orbital-motion shaking water bath (Figures 1F–H). After digestion, the collagenase was neutralized with the same volume of growth medium (4,500 mg/L glucose Dulbecco’s modified Eagle’s medium; HG-DMEM (Gibco, New York, United States), supplemented with 10% FBS (Sigma-Aldrich, St Louis, United States) and 1% antibiotic/antimycotic solution), and the tissue pieces were dissociated by pipetting them into a 10 mL pipette. The samples were then centrifuged at 200 × g for 10 min at 25°C to remove the upper fat layer (Figure 1I). The cell suspension fractions were then strained through 100 and 70 μm nylon cell strainers and centrifuged at 3,000 rpm for 5 min at 25°C (without a brake) to collect the cell pellets. Cell pellets were resuspended in the growth medium before plating them into a T75 cm^2^ culture flask (Figures 1J,K). All cultures were maintained at 37°C with 5% CO^2^ in a humidified atmosphere at Passage 0. The growth medium was replaced every 3–4 days. At 80% confluence (around 12–14 days), the medium was removed, and the cells were washed with PBS to remove the residual serum. The cells were detached with 0.125% (v/v) trypsin-EDTA (Biochrom, Berlin Germany), centrifuged, and cryopreserved at a concentration of 1 × 10^6^ cells/ml in a freezing medium containing HG-DMEM, 10% DMSO (Carlroth, Karlsruhe, Germany), and 20% FBS in liquid nitrogen for subsequent analyses.

### Surface Marker Profiling by Flow Cytometry Analysis

The Passage 1 cells were then expanded and cultured by thawing a frozen vial of cells and plating the cells at ∼1.0 × 10^6^ cells/flask or 1.3 × 10^4^ cells/cm^2^ in T75 cm^2^ culture flask. Surface epitopes were then analyzed using Passage 3 cells at ∼80% confluency. Briefly, the cells were washed with PBS and detached with a cell-dissociation buffer (Gibco, New York, United States). After the cells were visibly detached, complete growth medium was added to suspend the cells to analyze the cell viability, which was required to be greater than 90%. Cells were then centrifuged at 3,000 rpm for 10–15 min at 4°C and the supernatant was aspirated. The pellets were washed twice with an ice-cold FACS buffer consisting of PBS with 1% bovine serum albumin (BSA) and 5 mM EDTA (Sigma Aldrich, Louis United States). Subsequently, 100 μl of the cell suspension was pipetted into each Eppendorf tube (5–10 × 10^6^ cells/assay tube) and stained for 60 min at 4°C in the dark with each saturated direct conjugated fluorescein isothiocyanate (FITC)- or phycoerythrin (PE)- primary antibody. The positive conjugated antibodies against CD90, CD105, CD44, integrin beta 1 (CD29), and the FITC- or PE- coupled mouse IgG and IgG2a kappa isotype controls were obtained from Abcam (Cambridge, MA, United States). The negative conjugated antibodies against CD45, CD34, and their mouse IgG1 kappa isotype controls were obtained from eBioscience (San Diego, United States) (Supplementary Table 1). The stained cells were then washed three times with an ice-cold FACS buffer and resuspended with 200 μL of ice-cold FACS buffer and kept on ice until acquisition. Flow-cytometric quantification was performed using an argon-laser-equipped (488 nm) flow cytometer (Gallios, Beckman Coulter). Cells of interest were identified by their size and granularity, as well as the portion of positive cells. The fluorescence intensity (x-mean) of each source was automatically computed. The data analysis was performed using Kaluza software, ver. 1.2 (Beckman Coulter) (Löhrke et al., 2010; Bornhöfft et al., 2020). All analyses were performed on samples from three donors for each synovial tissue source and each breed (*n* = 3 independent biological replicate).

### Differentiation Experiments

Both FP- and FS-derived cells were grown from Passage 1 cryopreserved stocks and the cultures were expanded in T75 cm^2^ culture for third passage until 80% of confluence. The cells were trypsinized, re-seeded at ∼4 × 10^4^ cells/well or 2 × 10^4^ cells/cm^2^ in a 24 well plate. At 70% of confluence cells were subjected to adipogenic induction medium, and at 80–90% of confluence to chondrogenic and osteogenic differentiation medium. The adipogenic induction medium (StemPro^TM^ adipogenesis differentiation kit) and chondrogenic induction medium (StemPro^TM^ chondrogenesis differentiation Kit) were purchased from Thermofisher. The osteogenic differentiation medium contained 10% FBS, 5 μg/mL gentamycin, 100 nM dexamethasone (Sigma-Aldrich, St Louis, United States), 50 μM L-ascorbic acid (Sigma-Aldrich, St. Louis, United States), and 10 mM β-glycerophosphate disodium salt hydrate (Sigma-Aldrich, St. Louis, United States) in HG-DMEM. Adipogenic, osteogenic, and chondrogenic differentiation were induced by culturing both FP- and FS-derived cells from both DL and AS pigs for up to 14, 28, and 35 days, respectively, and the medium was changed twice a week. The differentiation potential of the SMSCs was assessed by histochemical staining and phase-contrast microscopy.

### Histochemistry

After 2–5 weeks of differentiation, the cells in the monolayer were washed with PBS and fixed with 4% formaldehyde in PBS for 30 min. The cells were then rinsed with distilled water, airdried, and stained for histological evaluation. To observe the calcium deposition, osteogenically differentiated cells were stained using 40 mM Alizarin-Red Staining Solution (Sigma-Aldrich, Taufkirchen, Germany) at pH 4.1 for 30 min. Adipogenically differentiated cells were stained using 0.1% Oil Red O solution (Sigma-Aldrich, Taufkirchen, Germany) in 60% isopropanol for 30 min. The chondrogenic potential was evaluated by measuring the production of hyaluronic acid or sulfated mucosubstances produced by chondrogenically differentiated cells. The cells were fixed with an alcohol-based fixative containing with 30% ethanol, 0.4% formaldehyde, and 4% acetic acid in PBS before being stained using Alcian Blue 8GX (Carlroth, Karlsruhe Germany) with 1% Alcian blue solution in a 3% diluted acetic acid solution (pH 2.5) for 30 min. After removing the excess stain, all stained cells were washed thoroughly with distilled water and imaged.

### RNA Isolation and Probe Labeling

For total RNA isolation, the undifferentiated cell pools from all animals (Passage 3, *n* = 6) of each breed (DL and AS) and from each type of synovial tissue (FS and FP) were harvested using a TRI reagent according to the manufacturer’s directions (Sigma-Aldrich, Taufkirchen, Germany), along with an RNeasy kit (Qiagen, Hilden, Germany). They were then treated with DNase and purified using a column-based NucleoSpin RNA II-Kit (Macherey–Nagel, Düren, Germany). RNA integrity was determined by visualization on 1% agarose gel containing ethidium bromide, and the concentration was measured using a NanoDrop ND-1000 spectrometer (PEQLAB, Erlangen, Germany). The absence of DNA contamination was verified by PCR amplification of the porcine *GAPDH* gene (forward primer: 5′-ATGCCTCCTGTACCACCAAC-3′; reverse primer: 5′-AAGCAGGATGATGTTCTGG-3′). All RNA samples were stored at −80°C. To prepare the samples for microarray analysis, 500 ng RNA from each pool was used to amplify the sense-strand cDNA using an Affymetrix GeneChip WT PLUS Reagent Kit (Affymetrix, Santa Clara, CA, United States). The cDNA was fragmented and biotin-labeled using an Affymetrix GeneChip WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA, United States). Each individual sample was hybridized on an affymetrix porcine snowball array (SNOWBALLs520824F) base on Sscrofa11 genome sequence (Affymetrix, Santa Clara, CA, United States) containing 47,880 probe sets. After staining and washing, the arrays were scanned and processed using the Affymetrix GCOS 1.1.1 software.

### Microarray Data Processing, Analyses, and IPA Pathway Analyses

The data were pre-processed using the Affymetrix Expression Console 1.4.1.46 software (Affymetrix), and normalization was performed using the RMA (robust multichip average) expression value (Log2-transformed). A DABG (detection above background) algorithm was used to filter the present (expressed) genes. Probe sets present in less than 75% of the total samples in each breed were excluded from further analysis. Probe sets with a small standard deviation of expression values (≤0.25) across all experimental conditions were filtered out to reduce the number of hypotheses to be tested in the multiple-testing adjustments.

All assessments of porcine synovial membrane tissues were derived from three animals per breed. The means ± SEM were calculated for each measure. Data from the *in vitro* experiments are representative of at least three independent replicate experiments on cells from the same passages. The differential gene expression between breeds, tissues, and their interactions was assessed by running the linear model processes available under Row-by-Row Modeling procedure in the JMP Genomics 9.0 software (SAS Institute, Cary, NC, United States). A *post hoc* Tukey–Kramer test was used for multiple comparison adjustments of all fixed effects. To control for multiple testing, the FDR was set to 0.1. Probe set was defined as a transcript according to the current annotation data of Hadlich et al. (2020). Differentially expressed genes (DEGs) between the different breeds and synovial-membrane-derived MSC sources were submitted to a pathway analysis using the Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, Redwood City, CA). IPA categorizes genes based on annotated gene functions and statistically tests for the representation of functional terms within the gene list and then calculates adjusted *p*-values using the Benjamini–Hochberg critical value. The microarray data were then deposited in a public database (GEO accession GSE150789).

### Validation of Microarray Results Using Quantitative Real−Time PCR

Same source of total RNA samples used in microarray analysis were used for quantitative real-time PCR (qPCR) to validate the experiments. DNase treated-RNA was reverse-transcribed into cDNA using 200 U of SuperScript II (Invitrogen, Carlsbad, CA) and Oligo (dT) with specific target amplification (STA) and exonuclease I treatment. The master mix for sample inlets consisted of 2.25μL of the STA and Exo-I-treated sample, 2.5μL of SoFast EvaGreen supermix with low ROX (Biorad, Hercules, CA) and 0.25μL of DNA-binding dye. The master mix for assay inlets comprised 2.5μL of assay loading reagent, 2.25μL of DNA suspension buffer, and 0.25μL of a 100μM primer solution (forward and reverse). The qPCR was performed using the BioMark HD Real-time PCR System (Fluidigm, South San Francisco, CA) comprising a 48 × 48 dynamic array with an integrated fluidic circuit for qPCR analyses. All reactions were performed in duplicates along with a no-template negative control (H_2_O control). The qPCR profile conditions consisted of 1 cycle at 95°C with 60 s hold for initial denaturation, followed by 30 cycles of 95°C for 5s and 60°C for 20s. Eight genes (*DKK2, RSPO1, RSPO3, SFRP1, FABP4, NANOG, FGF2*, and *PIK3R1*) were selected, and the primer sequences are available in Supplementary Table 1. *HPRT1, PPIA*, and *YWHAZ* was used as an internal housekeeping control gene and quantifications were carried out using the 2^–Δ^ ^Δ^ ^*Ct*^ methods. Correlation coefficient analysis (r) between the microarray and qPCR data was performed using sas version 9.4 (SAS Institute).

## Results

### Morphology of Fibrous Synovium and Adipose Synovial-Tissue-Derived Mesenchymal Stem Cells

SMSC isolation protocols previously used on dogs and humans were modified for pig tissues. Nucleated cells were obtained from both the FS and FP tissues of the two breeds, DL and AS, and cells were successfully cultured and maintained in a growth medium containing 10% FBS and 1% antibiotic/antimycotic solution. The small spindle-shaped fibroblast-like adherent cells from FS in both the DL and AS breeds began to attach well to the plastic surfaces of the 75 cm^2^ flasks on Day 2 after plating and began to proliferate, while the cells derived from FP were clearly seen nearly 5 days after plating (Figure 2A). The nucleated cells showed a spontaneous elongated fibroblastic morphology and reached a 90% confluent state in 9 days (from FS) and 3–5 days later (Day 12–14) for the FP tissues of both the DL and AS breeds. When they reached 80–90% confluent density, the cells were trypsinized and counted to make a cryopreserved primary cell stock. A comparison between the two types of synovial tissue from both breeds revealed that the primary nucleated cell numbers obtained from the FP tissue were almost 0.5-fold than those of the FS tissue [27 ± 10.4 × 10^6^ cells from DL-FP, 41 ± 12.4 × 10^6^ cells from DL-FS (ratio 1:1.59), 22 ± 4.9 × 10^6^ cells from AS-FP, and 47 ± 3.6 × 10^6^ cells from AS-FS (ratio 1:2.14)]. Other types of morphology, such as fat-like cells or epithelial-like cells, were slightly visible in all primary cultures, but the cells showed similar fibroblast-like morphologies and became relatively homogeneous and uniform after Passage 3, without any morphological differences between the two types of synovial tissue and breeds (Figure 2A).

**FIGURE 2:**
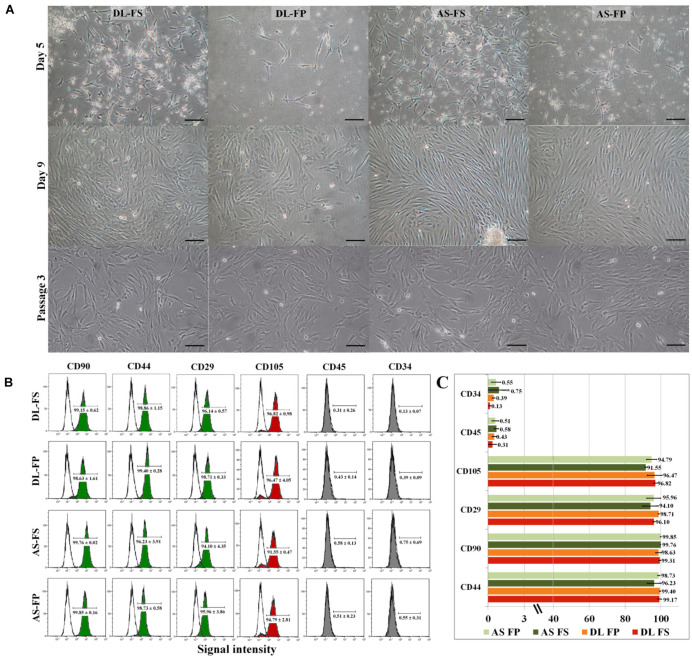
Primary morphology and immunophenotypic profile of the MSCs derived from different synovial tissue sources. **(A)** The adherent cells from FS in both DL and AS breeds started to attach to the plastic surface on Day 2 of the culture and began to proliferate (for FP, this was clearly seen on Day 5 after plating). The cells showed a spontaneous elongated fibroblastic morphology with vortex-like patterns in the confluent area. The cells reached a sub-confluent state in 9–14 days, although other morphologies, e.g., fat-like cells or epithelial-like cells, were observable in all primary cultures. After passaging the cells, both types of cell became relatively homogeneous and showed similar fibroblast-like morphologies. The FS-SMSCs and FP-SMSCs from both DL and AS breeds showed no morphologic differences under a phase-contrast microscope at Passage 3. Scale bars are 100 μm, the same scale for all images. **(B)** Flow-cytometry histograms showing the expression (shaded) of positive cell-surface antigen markers for CD90, CD44, CD29, and CD105 and negative cell-surface antigen markers for CD45 and CD34 molecules for different MSC populations compared with the epitope controls (unshaded peaks), which shared essentially the same surface profile. **(C)** Comparative analysis of the expression of MSC-related markers of DL-FS, DL-FP, AS-FS, and AS-FP derived cells in red, orange, dark green, and light green, respectively. All analyses were performed on cells that were harvested from three animals of each breed. Values are the mean ± SEM percentage expression of each cell-surface protein.

### Surface Marker Profile of Fibrous Synovium and Adipose Synovial-Tissue-Derived Mesenchymal Stem Cells

Passage 3 of the synovium-derived MSCs was used to verify their purity as stem cells and to characterize their specific surface markers (Supplementary Table 1). The cells derived from the fibrous synovium and adipose synovial tissue of both the DL and AS breeds exhibited similar immunophenotypic characteristics. All cell types had high purity and highly expressed the positive cell-surface proteins of stemness markers, including CD90, CD44, CD29, and CD105 (Figures 2B,C). The cells derived from DL-FS, DL-FP, AS-FS, and AS-FP tissues were observed to be positive (≥90%) for CD44 (98.86 ± 1.15, 99.40 ± 0.28, 96.23 ± 3.91, and 98.73 ± 0.58), CD90 (99.15 ± 0.62, 98.63 ± 1.61, 99.76 ± 0.02, and 99.85 ± 0.16), CD29 (96.14 ± 0.57, 98.71 ± 0.33, 94.10 ± 4.35, and 95.96 ± 3.86), and CD105 (96.82 ± 0.98, 96.47 ± 4.05, 91.55 ± 0.47, and 94.79 ± 2.81), respectively. The cells were also negative (≤1%) and lacked the expression of the negative markers of MSCs: CD45 (0.31 ± 0.26, 0.43 ± 0.14, 0.58 ± 0.13, and 0.51 ± 0.23) and CD34 (0.13 ± 0.07, 0.39 ± 0.09, 0.75 ± 0.69, and 0.55 ± 0.31) (Figure 2C).

### Differentiation Potential of Synovium-Derived MSCs

The SMSCs derived from both the fibrous synovium and adipose synovial tissue of both the DL and AS breeds successfully differentiated into osteocytes, adipocytes, and chondrocytes (Figure 3). A macrograph of alcian blue 8GX and alizarin red staining as well as bright-field microscopy of lipid-droplet formation were clearly showed the morphological difference between differentiated and non-differentiated (control) SMSCs of each cell type but no differences were noted between different breeds and tissue sources (Supplementary Figure 1). The SMSCs in the osteogenesis stage induced by the osteogenic differentiation medium started to form a non-mineralized collagenous matrix starting at Day 15 of differentiation, and showed calcium mineralization deposits as brown–black lines/spots under a phase-contrast microscope, or as a red-brown color stained with alizarin red from around 21 days, which increased over time. At 14 days after adipogenic induction, the cells showed lipid-droplet deposition under a phase-contrast microscope and positive red lipid-droplet staining with Oil Red–O. The SMSCs also had a tendency to differentiate into elongated polygonal chondrocyte-like cells in the culture system. Bluish-green/blue staining with Alcian blue 8GX revealed sulfated proteoglycans, including hyaluronic acid accumulation, in multilayer cells after chondrogenic differentiation for 5 weeks. Control FS- and FP-derived MSCs cultured with a normal growth medium did not show any evidence of histological differentiation.

**FIGURE 3:**
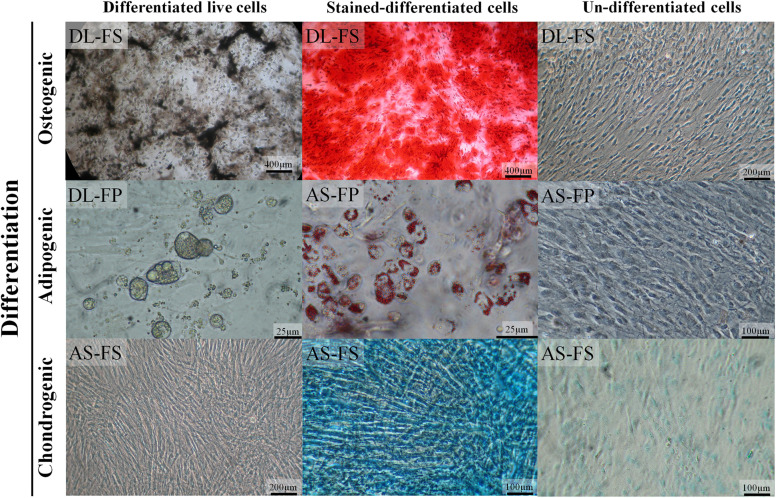
SMSCs derived from different synovial tissue sources in DL and AS breeds successfully differentiated into adipocytes, osteocytes, and chondrocytes under optimal conditions. In the late stages of osteogenesis after culturing in an osteogenic medium for 28 days, calcium deposits were revealed as brown–black lines or spots under a 4× objective phase-contrast microscope and as red-brown after being stained with alizarin red. The lipid-vacuole and lipid-droplet formation of adipocytes was observable at 4 days of adipogenic differentiation; the cells were fixed and stained with Oil Red O to identify the lipid vacuoles (red). For chondrogenic differentiation, the cells were cultivated in a chondrogenic medium for 35 days; sulfated proteoglycans, including hyaluronic acid, were then stained with alcian blue 8GX (bluish-green/blue). The control cultured un-differentiated cells had a fibroblastic morphology under phase contrast similar to that observed before differentiation to chondrocytes, adipocytes, and osteocytes.

### Differentially Expressed Genes

The Affymetrix Porcine Snowball Array was utilized to assess the transcriptional differences of the SMSCs derived from different breeds and different synovial tissue sources. 

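Synovial mesenchymal stem cells grow out of the inner membrane of the joint as fibroblast-like cells that can form fat, bone and cartilage cells. Here they came from the adipose synovium of the infrapatellar fat pad (FP) and the fibrous synovium of the lateral joint capsule (FS) of the stifle joints of 3 German Landrace (DL) and 3 Angeln Saddleback (AS) piglets, 59 days old, and RNA of undifferentiated cell pools was taken at passage 3. The groups DL-FP, DL-FS, AS-FP and AS-FS were each measured on 2 Snowball arrays, numbered replicate 1 and 2, on which a probe set is a group of short probes whose brightness is read as the level of a transcript. The authors converted the scans to log2 values by robust multichip averaging (RMA), so a difference of 1 is a doubling of the signal. The medians of the 8 arrays lay between 4.58 and 4.63, and the medians of 69 background probe sets between 2.66 and 2.81, so levels near the latter carry little information. The arrays correlated with Pearson's r of 0.982 to 0.99 across probe sets, which are not independent replicates. The first principal component held 21.8% of the variance and separated the arrays numbered 1 from those numbered 2, the second held 19.4% and separated the breeds, and the third held 14.2% and separated FP from FS. From these values, 47722 probe sets were tested with limma at an adjusted p of 0.1 or less, the threshold of the methods, after 123 control probe sets were left out. Each breed or tissue comparison set 4 arrays against 4, and each comparison of FP with FS inside a breed set 2 against 2, with the spread pooled over the 4 groups. The paper's text does not tie the 2 arrays of a group to separate cultures or animals, so the p-values measure only the spread between arrays, which may be technical. On simulated values of the same 47722 probe sets, 58% of those changed by a log2 difference of 1 between the breeds were found and 0% of those changed by 0.5, and of those changed by 1 between DL-FP and DL-FS 24.5% were found. With a simulated difference between the replicate numbers these shares were 61.5%, 0% and 0%. Each setting changed 200 probe sets, with independent noise in a single draw. Breed calls in the data reached down to a size of 0.4, so these shares do not measure the sensitivity in the data.

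**Figure D1:**
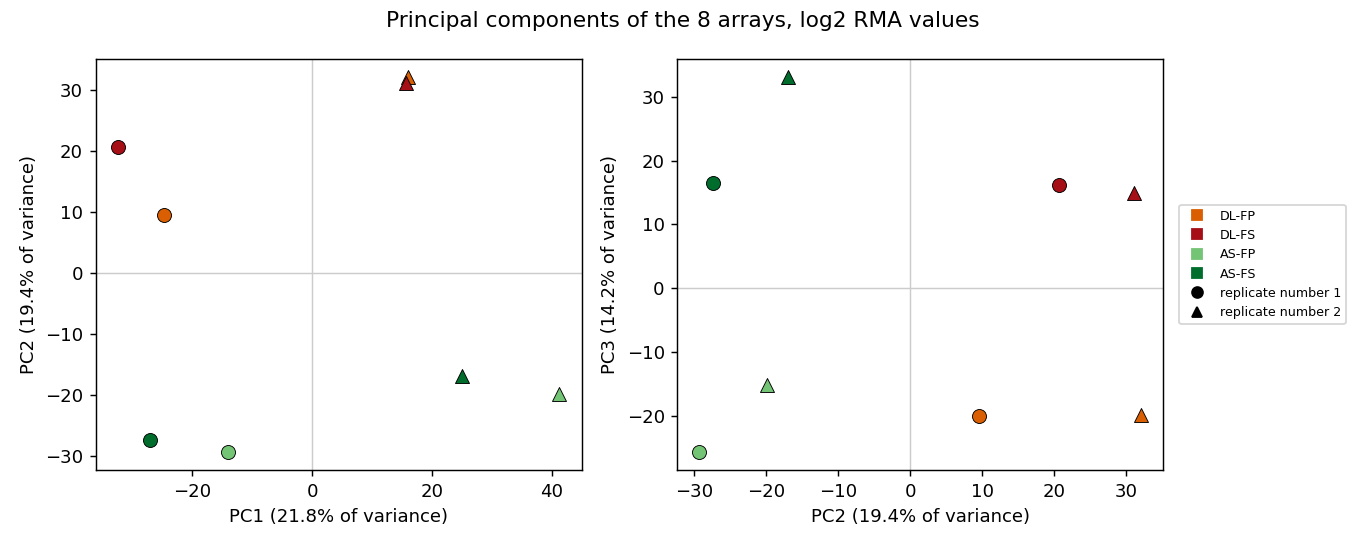
Principal components of the 8 arrays, from log2 RMA values: PC2 against PC1 on the left and PC3 against PC2 on the right, with the share of variance on each axis. Colours give the 4 groups, circles the arrays numbered 1 and triangles those numbered 2. Circles lie at negative and triangles at positive PC1, DL arrays at positive and AS arrays at negative PC2, FS arrays at positive and FP arrays at negative PC3.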

Expression profiles were compared first between the two breeds, DL and AS, and then between FS and FP samples for each breed. A total of 5,946 out of 47,880 probe sets passed our filtering and were used for the statistical analysis. 

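Of the 47722 probe sets analysed here, 15281 had an SD over the 8 arrays above 0.25 on the log2 scale. Calls of detection above background, the other part of the filter, were not used here, and the tests covered all 47722 probe sets.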

Selected genes were validated by qPCR as shown in Figure 4. 

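Among 8 genes also measured by qPCR, SFRP1, a secreted antagonist of Wnt signalling, was higher in FP than in FS cells. Its probe set SNOWBALL_000397_st stood at 7.93 ± 0.21 in FP and 6.86 ± 0.10 in FS (log2 RMA, SD, n = 4 arrays each), a log2 difference of 1.07 (standard error 0.12, adjusted p = 0.0235), which was 1.07 both in DL and in AS. A pair of its other probe sets was also higher in FP, SNOWBALL_043306_st by 0.90 (adjusted p = 0.0165) and SNOWBALL_025800_st by 1.42 (adjusted p = 0.0216), and the other two differed by 0.05 and 0.06. FABP4, a fatty acid carrier of fat cells, stood at 6.22 ± 0.61 in FP and 5.08 ± 0.50 in FS (SD, n = 4), a log2 difference of 1.14 (standard error 0.26) that did not pass the test (adjusted p = 0.258), with AS-FS 2 apart from the other AS arrays at 4.54. FGF2, a growth factor that keeps stem cells dividing, stood at 8.53 ± 0.29 in AS and 8.97 ± 0.12 in DL, and all 4 DL arrays lay above the 4 AS arrays, but its log2 difference of -0.44 (standard error 0.12) did not pass either (adjusted p = 0.303). Of the genes that tune Wnt signalling, RSPO3 differed between FP and FS by 0.42 (standard error 0.18, adjusted p = 0.976), DKK2 by -0.17 (standard error 0.21) and RSPO1 by 0.06 (standard error 0.10), the latter pair at an adjusted p of 1. NANOG and PIK3R1 passed the test between the breeds. With the replicate number as a block, FABP4 passed the test (adjusted p = 0.0246). Leaving out 1 array ended the calls of SFRP1 (without DL-FP 1, DL-FP 2, DL-FS 1 and AS-FS 2, adjusted p = 0.103 to 0.137) in SNOWBALL_000397_st, and without DL-FP 1 or DL-FP 2 also in SNOWBALL_043306_st (adjusted p = 0.11 and 0.108) and SNOWBALL_025800_st (adjusted p = 0.134 and 0.124). The qPCR values were not analysed here.

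**Figure D2:**
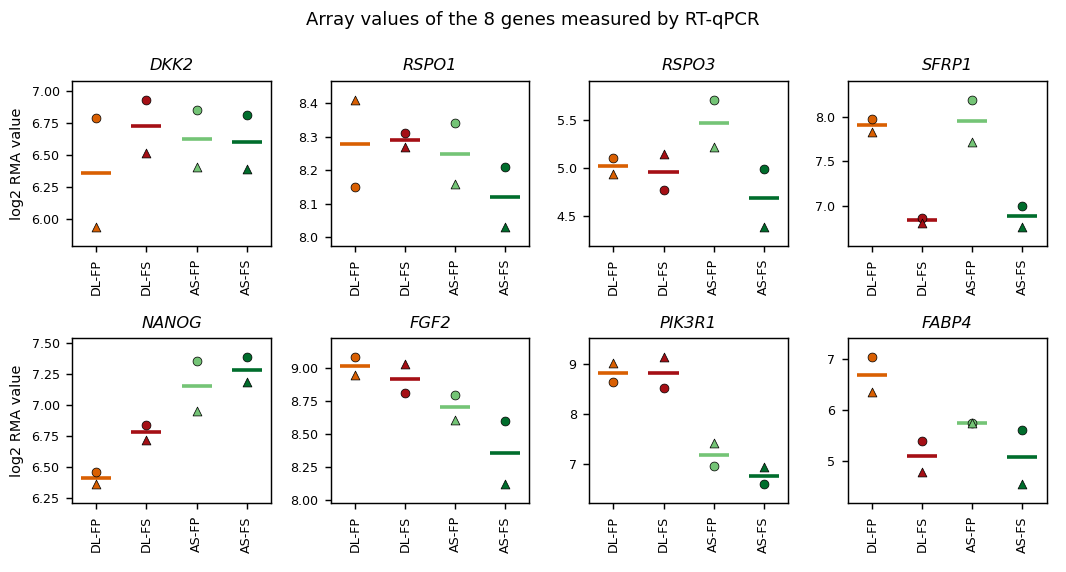
Log2 RMA values of the 8 genes on each array, 1 panel per gene, with the 4 groups on the x axis. Circles are arrays numbered 1, triangles arrays numbered 2 and bars the means of the 2 arrays of a group. SFRP1 lies higher in the FP groups, NANOG in the AS groups and PIK3R1 in the DL groups.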

Our transcriptomic data, and qPCR on the same pools of RNA as those used in microarray experiments showed good consistency with the coefficient of correlation (r) ranging from 0.71 to 0.96 among all validated genes.

**FIGURE 4:**
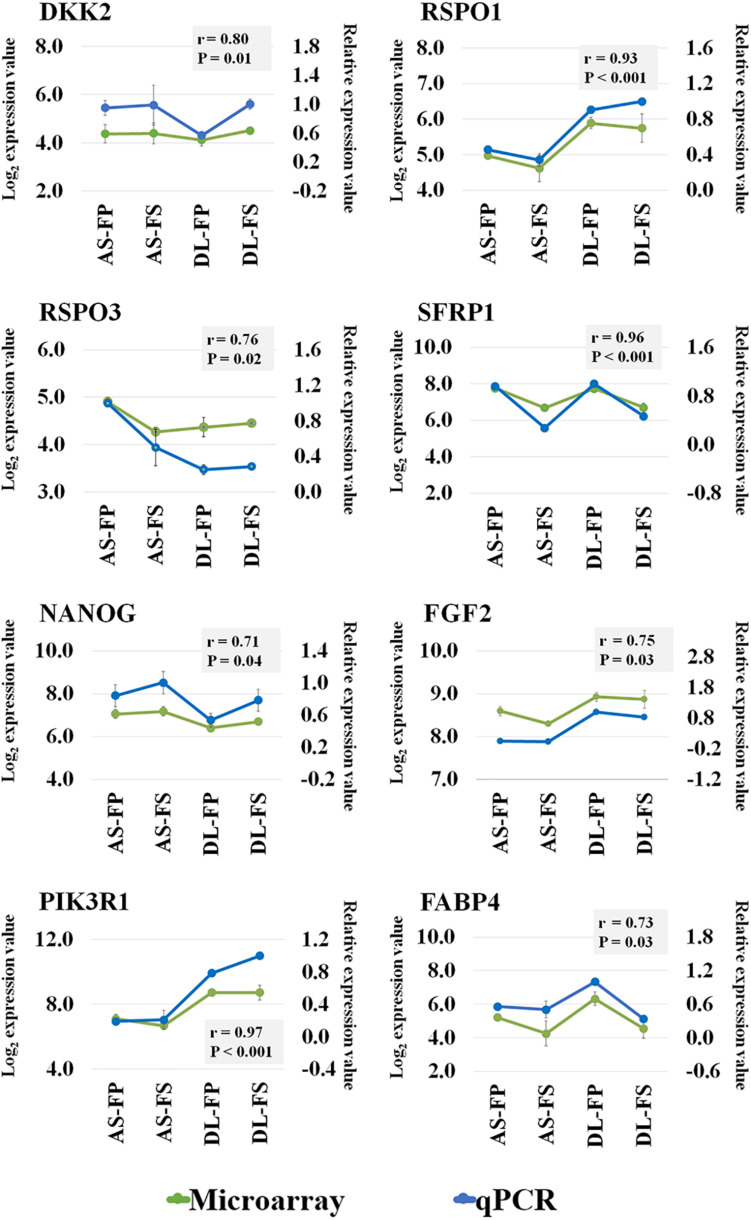
Microarray validation of selected transcripts by RT-qPCR analysis. Correlation coefficient analysis between the microarray and qPCR data for eight genes: *DKK2, RSPO1, RSPO3, SFRP1, NANOG, FGF2, PIK3R1*, and *FABP4* was performed using sas version 9.4. Green line represent the log2 transformed expression value from microarray (the primary *y*-axis) and blue line represent the relative expression value from qPCR (the secondary *y*-axis) for each gene are depicted in the same graph with *r* and *P*-values. *DKK2*; Dickkopf WNT Signaling Pathway Inhibitor 2, *RSPO1*; R-Spondin 1, *RSPO3*, R-spondin 3, *SFRP1*; Secreted frizzled-related protein 1, *NANOG*; Nanog homeobox, *FGF2;* Fibroblast growth factor 2, *PIK3R1;* Phosphoinositide-3-Kinase Regulatory Subunit 1, FABP4; fatty acid binding protein 4.

The number of DEGs (FDR ≤ 0.1), identified through a comparison between different breeds, tissues, and their interactions is shown in Supplementary Table 2. The 191 probe sets (164 genes) were differentially expressed between the AS and DL breeds; a total of 110 probe sets were upregulated in DL, and 81 probe sets were upregulated in AS. 

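ADIPOQ, the fat cell hormone adiponectin, was higher in AS than in DL cells, at 5.85 ± 0.77 against 3.69 ± 0.90 in DL (log2 RMA, SD, n = 4 arrays each), a log2 difference of 2.17 (standard error 0.26, adjusted p = 0.0165), with -0.11 to 1.93 in its other probe sets. Also higher in AS were the choline transporter gene SLC5A7 by 1.75 (standard error 0.12), the kinase gene STK39 by 1.59 (standard error 0.11), the immunoproteasome subunit PSMB8 by 1.46 (standard error 0.14; AS-FS 2 lay apart from the other AS arrays at 9.44) and the glutamate receptor subunit GRIN3A by 1.49 (standard error 0.12), with adjusted p of 0.00144 to 0.00683, and PLCXD3 by 1.81 (adjusted p = 0.0113), DIP2A by 1.59 (adjusted p = 0.000588) and GABRA6, at background in DL at a mean of 2.61, by at least 1.29 (1.42 as measured, adjusted p = 0.0323). Higher in DL were TNFRSF17, a receptor best known from plasma cells, at 6.11 ± 0.19 in DL against 3.59 ± 0.15 in AS (log2 difference -2.52, standard error 0.13, adjusted p = 0.000588), the carboxypeptidase gene CPM (-2.34, standard error 0.14), PDPN, which encodes the synovial lining marker podoplanin (-2.15, standard error 0.12; AS-FS 1 lay apart from the other AS arrays at 5.19), and DDIT4L, an inhibitor of mTOR signalling (-2.02, standard error 0.15). KERA, a matrix proteoglycan gene, differed by -1.70 (adjusted p = 0.0183), the scavenger receptor gene COLEC12 by -1.63 (adjusted p = 0.0178), GRID1 by -1.86 (adjusted p = 0.0049) and NTPCR by -1.69 (adjusted p = 0.000588). The largest log2 difference among named genes was that of EIF4H, a translation initiation factor, at 7.49 ± 0.24 in AS and 4.55 ± 0.73 in DL (2.94, standard error 0.24, adjusted p = 0.00364), but its other probe sets differed by 0.00 on average. Those of DCP1A (1.76, adjusted p = 0.000588) differed by -0.21 and those of AKR1A1 (-2.20, adjusted p = 0.00823) by -0.32. Little difference was also seen in the other probe sets of SLC5A7 (0.04), STK39 (0.18), DIP2A (0.02) and PDPN (-0.30), as averages where there were several. Those of GRIN3A (1.22), PLCXD3 (0.77) and COLEC12 (-0.74) moved further in the called direction. In all, 318 probe sets (197 genes) passed limma's test, 110 higher in AS (70 genes) and 208 higher in DL (127 genes), with measured sizes of 0.4 to 2.94 and a median of 0.85 on the log2 scale. Blocked by replicate number, 586 were higher in AS and 865 in DL. A plain linear model without moderated variances, named the linear model of the methods here, called 0 over all probe sets tested (3793 at an unadjusted p under 0.05, against 4160 with limma). It leaves out the Tukey-Kramer adjustment and the detection filter that the methods describe, so its counts do not measure the paper's method. Among probe sets with an SD above 0.25, part of the filter that the methods applied first, it called 92. Leaving out DL-FP 1 gave 141 probe sets, DL-FP 2 87, DL-FS 1 140, DL-FS 2 168, AS-FP 1 127, AS-FP 2 150, AS-FS 1 154 and AS-FS 2 123, and ended the calls of GABRA6 (without each array except AS-FP 2 and AS-FS 2, adjusted p = 0.101 to 0.158) and COLEC12 (without DL-FP 2, adjusted p = 0.101).

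**Figure D3:**
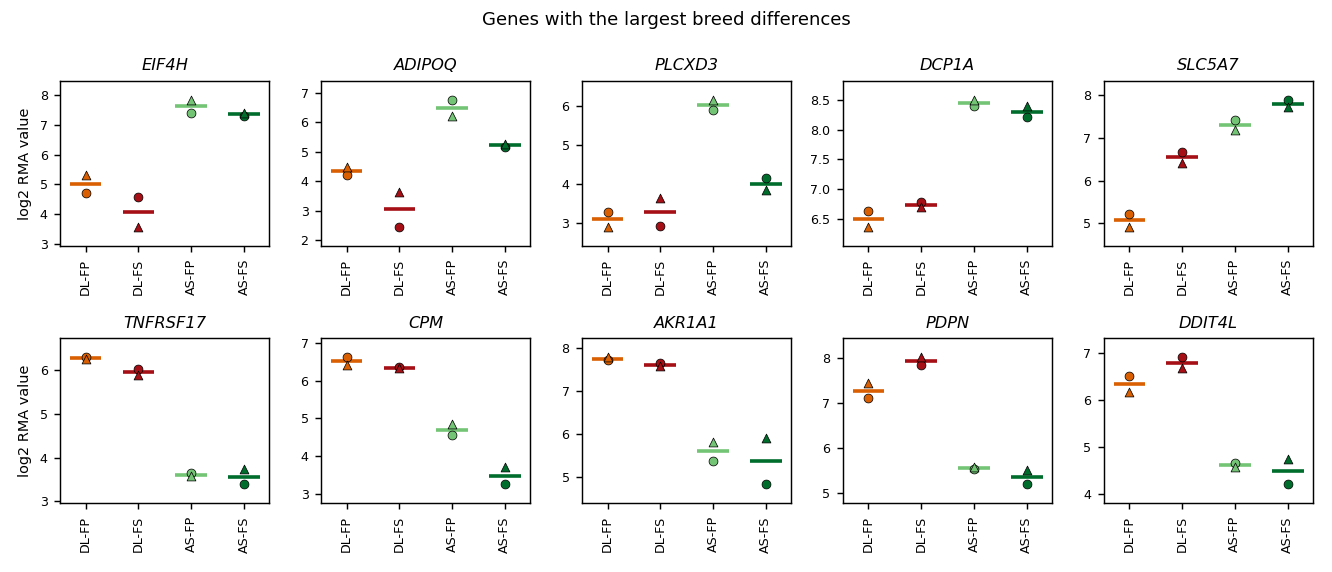
Log2 RMA values of the 5 genes with the largest difference in each direction between AS and DL, 1 panel per gene, with the 4 groups on the x axis. Circles are arrays numbered 1, triangles arrays numbered 2 and bars the means of the 2 arrays of a group. Genes were chosen only where the 4 arrays of one breed lie above the 4 of the other, so each panel shows that separation.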

In total, 139 probe sets (123 genes) were differentially expressed between the FP and FS tissues; a total of 70 probe sets were upregulated in FP tissue, and 69 probe sets were upregulated in FS tissue. 

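GPM6B, a membrane glycoprotein gene, was higher in FP than in FS cells, at 8.73 ± 0.29 against 7.04 ± 0.38 (log2 RMA, SD, n = 4 arrays each), a log2 difference of 1.69 (standard error 0.17, adjusted p = 0.0135). The protocadherin gene PCDH17 was higher in FP by 1.39 (standard error 0.10, adjusted p = 0.00669), ASPA, which encodes aspartoacylase, by 1.44 (standard error 0.12, adjusted p = 0.00881), the insulin receptor adapter GRB14 by 1.5 (standard error 0.15, adjusted p = 0.0135) and the growth factor gene EREG by 1.43 (standard error 0.15, adjusted p = 0.0164). DMD, which encodes dystrophin, stood at 4.66 ± 0.43 in FP and at background in FS (2.39 ± 0.40), a difference of at least 1.93 when FS is taken at no less than background (2.27 as measured, adjusted p = 0.0164, with -0.04 to 1.58 in its other probe sets). LPL, the lipoprotein lipase of fat cells, was higher in FP by 1.59 (adjusted p = 0.0882, with 0.00 to 0.51 in its other probe sets), at background in DL-FS at 2.55, and CHI3L1, a secreted glycoprotein gene, by 1.45 (adjusted p = 0.0585). Higher in FS were CD34, a surface marker of blood stem cells, vessels and some fibroblasts, at 6.75 ± 0.31 against 5.19 ± 0.26 in FP (-1.56, standard error 0.13, adjusted p = 0.0086), the iron-binding protein gene PIR (-1.43, standard error 0.10, adjusted p = 0.00422; AS-FP 1 lay apart from the other FP arrays at 6.68), the matrix gene FBLN1 (-1.20, adjusted p = 0.0235), the limb patterning gene HOXD11 (-1.16, adjusted p = 0.0335, with -0.18 and -0.11 in its other probe sets) and the calretinin gene CALB2 (-1.14, adjusted p = 0.0401). For CD34 this is a difference in RNA signal, and the paper's flow cytometry scored the cells of all groups as negative for the protein. ADGRD1, an adhesion receptor gene, differed by -1.74 (adjusted p = 0.0585), ANGPTL1 by -1.25 (adjusted p = 0.0415) and MPPED2 by -1.24 (adjusted p = 0.021). In all, 126 probe sets (74 genes) passed limma's test, 76 higher in FP (41 genes) and 50 higher in FS (33 genes), with measured sizes of 0.43 to 2.27 and a median of 1.05. With the replicate number as a block, 254 were higher in FP and 217 in FS. The linear model of the methods called 1, PTGFR, over all probe sets tested, and 7 among those with an SD above 0.25. Leaving out DL-FP 1 gave 31 probe sets, DL-FP 2 32, DL-FS 1 51, DL-FS 2 83, AS-FP 1 60, AS-FP 2 55, AS-FS 1 52 and AS-FS 2 62. The calls of GPM6B, PCDH17, ASPA, GRB14, CD34 and PIR held without each array, and leaving out 1 array ended those of DMD (without DL-FP 1, adjusted p = 0.105), EREG (without DL-FP 1 and DL-FP 2, adjusted p = 0.105 to 0.114), LPL (without each array except DL-FS 1, adjusted p = 0.143 to 0.318), CHI3L1 (without each array except AS-FP 1 and AS-FP 2, adjusted p = 0.158 to 0.233), FBLN1 (without each array except DL-FS 1, DL-FS 2 and AS-FS 2, adjusted p = 0.103 to 0.137), HOXD11 (without each array except DL-FP 1 and DL-FS 2, adjusted p = 0.105 to 0.144), CALB2 (without each array except AS-FP 1, adjusted p = 0.112 to 0.207), ADGRD1 (without each array except DL-FS 2, adjusted p = 0.101 to 0.233), ANGPTL1 (without each array except DL-FS 1, adjusted p = 0.111 to 0.195) and MPPED2 (without DL-FP 1, DL-FP 2 and AS-FS 2, adjusted p = 0.101 to 0.124).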

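Within DL, EREG, which encodes the growth factor epiregulin, was higher in FP than in FS cells, at 6.02 ± 0.04 against 3.51 ± 0.33 (log2 RMA, SD, n = 2 arrays each), a log2 difference of 2.51 (standard error 0.21, adjusted p = 0.0449). The galectin gene LGALS13 was higher in DL-FP by 2.13 (standard error 0.23, adjusted p = 0.0644), ASPA by 1.84 (standard error 0.18, adjusted p = 0.0527), PCDH17 (SNOWBALL_035912_st) by 1.67 (standard error 0.18, adjusted p = 0.0644) and the matrix gene SMOC1 by 1.49 (standard error 0.17, adjusted p = 0.0644). Higher in DL-FS were SLC5A7 (-1.47, standard error 0.17, adjusted p = 0.0644), PIR (-1.46, standard error 0.14, adjusted p = 0.0527) and ELMO1, which acts in cell migration (-1.17, standard error 0.13, adjusted p = 0.0644, with -0.44 in its other probe set), as were PRDM8 (-1.18), ZFPM2 (-1.49 and -1.72 in a pair of its probe sets), both at an adjusted p of 0.0644, and the Wnt antagonist gene SFRP4 (-1.05, standard error 0.13, adjusted p = 0.0755). In all, 21 probe sets (15 genes) passed limma's test, 9 higher in DL-FP and 12 in DL-FS, with sizes of 1.05 to 2.51 on the log2 scale. The replicate number as a block gave 207 probe sets (90 and 117). The linear model of the methods gave 0 over all probe sets tested (2110 at an unadjusted p under 0.05, against 2002 with limma) and 3 among those with an SD above 0.25. Without any one of the DL arrays limma called 0 (1993 unadjusted without DL-FP 1, 1977 without DL-FP 2, 2163 without DL-FS 1 and 2514 without DL-FS 2), and leaving out AS-FP 1 or AS-FP 2 gave 7 and AS-FS 1 or AS-FS 2 gave 4, those of EREG (a pair of probe sets), ASPA and the unnamed SNOWBALL_037916_st, the latter chosen after its values were seen, where a lone array is taken to vary like the other groups.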

A total of 82 probe sets (75 genes) were differentially expressed between DL-FP and DL-FS, of which 38 probe sets were upregulated in DL-FP, and 44 probe sets were upregulated in DL-FS. 

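Within AS, KCNJ8, a potassium channel gene of pericytes, was higher in FP than in FS cells, at 6.37 ± 0.04 against 4.62 ± 0.19 (log2 RMA, SD, n = 2 arrays each), a log2 difference of 1.76 (standard error 0.17, adjusted p = 0.0269). GPM6B was higher in AS-FP by 2.06 (standard error 0.24, adjusted p = 0.0609), DMD, at background in AS-FS at 2.29, by at least 2.15 (2.63 as measured, adjusted p = 0.0824) and a probe set of the growth factor gene IGF1, SNOWBALL_023016_s_st, by 1.83 (standard error 0.23, adjusted p = 0.078). IGF1 was also higher in AS-FP in SNOWBALL_023015_st (1.65) and SNOWBALL_007703_s_st (1.37), at an adjusted p of 0.0269 each. The genes higher in AS-FS were CD34 (-1.98, standard error 0.18, adjusted p = 0.0269), PIR (SNOWBALL_020040_st, -1.60, standard error 0.20, adjusted p = 0.0736) and EFEMP1, which encodes the matrix protein fibulin-3. The calls of KCNJ8, CD34 and IGF1 in SNOWBALL_023015_st and SNOWBALL_007703_s_st were lost without any of the 4 AS arrays. In all, 26 probe sets (13 genes) passed limma's test, 21 higher in AS-FP (10 genes) and 5 in AS-FS (3 genes), with measured sizes of 1.01 to 2.63. The replicate number as a block gave 236 probe sets (152 and 84), and probe sets with an SD above 0.25 alone gave 69. The linear model of the methods gave 1, PTGFR, over all probe sets tested, and 4 among those with an SD above 0.25. Leaving out AS-FP 1, AS-FS 1 or AS-FS 2 gave 0 (2847, 2289 and 2571 at an unadjusted p under 0.05; 2399 with all arrays), AS-FP 2 gave 1, CHI3L1 (chosen after its values were seen), and DL-FP 1 or DL-FP 2 gave 11. Leaving out 1 array ended the calls of DMD (without any of the 8 arrays, adjusted p = 0.108 to 0.395), GPM6B (without each array except DL-FS 1 and DL-FS 2, adjusted p = 0.144 to 0.331), PIR in SNOWBALL_020040_st (without any of the 8 arrays, adjusted p = 0.108 to 0.367) and IGF1 in SNOWBALL_023016_s_st (without any of the 8 arrays, adjusted p = 0.108 to 0.371).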

Lastly, 86 probe sets (77 genes) were differentially expressed between AS-FP and AS-FS, of which 51 probe sets were upregulated in AS-FP, and 35 probe sets were upregulated in AS-FS.

The average expression levels of differentially expressed genes between DL-FP and DL-FS and AS-FP and AS-FS were visualized using the gene-level heat map (Figure 5A). 

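EFEMP1, PIR and PCDH17 passed limma's test between FP and FS in both breeds, with log2 differences of -1.15 in DL and -1.29 in AS for EFEMP1, -1.41 in AS for PIR in SNOWBALL_023591_st, and 1.5 and 1.27 for PCDH17. With the unnamed probe set SNOWBALL_037916_st (-2.18 and -1.55), chosen after its values were seen, these were the 4 probe sets called in both breeds, all in the same direction (64 with the block, all in the same direction). Of the 126 probe sets called for tissue over both breeds, 125 had the same direction in DL and AS, which that selection favours. Across all probe sets, which are not independent replicates, the FP minus FS differences of DL and AS had a Pearson's r of 0.099 and a Spearman's rho of 0.047. The test of the difference between the breeds in the FP minus FS value itself called 0 probe sets with limma (1709 at an unadjusted p under 0.05), 0 with the replicate number as a block (2938) and 0 with the linear model of the methods (1912), which among probe sets with an SD above 0.25 called 1, the unnamed SNOWBALL_024057_st, chosen after its values were seen. The calls of EFEMP1 were lost in DL without any of the 8 arrays (adjusted p = 0.123 to 0.474) and in AS without any of the 4 AS arrays (adjusted p = 0.151 to 0.218). The r was 0.063 without DL-FP 2, 0.065 without DL-FS 1, 0.05 without AS-FP 1 and 0.064 without AS-FS 2.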

All significant probe sets were uploaded to IPA to perform a functional analysis. The results of the biofunctional characterization, disease/functional annotation, molecules, and total numbers of genes related to GO-term functions are given in Supplementary Table 3. Focusing on molecular and cellular biological functions related to connective tissues, such as those for skeletal and muscular system development and function, as well as bone, joint, and fat development, were plotted (Figure 5B; lightly painted at the top). 

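By camera, limma's test of a gene set against all other genes, cell cycle genes were higher in AS (preset correlation 0.01, adjusted p = 4.11e-11), and immediate early and heat shock genes and markers of sublining and adventitial fibroblasts were lower (adjusted p = 0.0266 each). With an estimated correlation none of these held (adjusted p = 0.639 each). Of 36 cell cycle genes, 0 were higher or lower at an adjusted p of 0.1 or less from limma (10 higher and 0 lower at an unadjusted p under 0.05; 1 higher when adjusted over the list alone), and their median log2 difference was 0.40. TOP2A, which untangles DNA before division, differed by 0.62 (standard error 0.14, adjusted p = 0.18, or 0.0182 with the replicate number as a block) and CDC20, an activator of the last steps of mitosis, by 0.63 (standard error 0.18, adjusted p = 0.292, or 0.0282 with the block). With the block, 18 of the 36 were higher in AS. These genes also moved with the replicate number, and 28 of the 36 were lower on the arrays numbered 2. Of 15 immediate early and heat shock genes, 0 were called (0 higher and 4 lower unadjusted; 4 lower adjusted over the list alone), with a median of -0.16. Among them, the chaperone gene HSPA4L differed by -0.48 (standard error 0.11, adjusted p = 0.172) and the transcription factor gene EGR2 by -0.46 (standard error 0.12, adjusted p = 0.243), and with the block both passed (adjusted p = 0.0182 and 0.0506), and 4 genes of the list were lower in all. Of 11 markers of sublining and adventitial fibroblasts, 0 were called (2 lower unadjusted, 0 adjusted over the list alone, 3 lower with the block), with a median of -0.21. The camera calls of both lists were lost without AS-FP 2 (adjusted p = 0.178 each) or AS-FS 2 (adjusted p = 0.144 for the immediate early and heat shock genes and 0.195 for the markers). Of 27 interferon response genes, PSMB8 and OAS1 (0.98, standard error 0.17, adjusted p = 0.0689, with 0.19 and 0.35 in its other probe sets) were higher in AS and IFIT3 was lower (-0.92, standard error 0.11, adjusted p = 0.0193), with 3 higher and 7 lower when adjusted over the list alone and 3 higher and 5 lower with the block (camera adjusted p = 0.303). Of 23 adipocyte genes, 1 was higher, PLIN2, which coats lipid droplets (0.52, standard error 0.08, adjusted p = 0.0469; 5 higher adjusted over the list alone, 2 with the block), while the median was -0.02 (camera, direction up, adjusted p = 0.2; 0.0702 without AS-FP 1). The brightest ADIPOQ probe set, which stands for that gene in the list, differed by 0.58 (adjusted p = 0.171, or 0.0445 with the block), and LPL passed only in a dimmer one, SNOWBALL_016243_s_st (0.84, adjusted p = 0.0997). Of 28 limb positional genes, TBX3 was higher in AS (0.53, standard error 0.10, adjusted p = 0.0996; 1 higher and 1 lower adjusted over the list alone, 1 higher and 2 lower with the block; camera adjusted p = 0.424). Dropping 1 array ended the calls of OAS1 (without each array except DL-FP 1, adjusted p = 0.115 to 0.233), PLIN2 (without any of the 8 arrays, adjusted p = 0.113 to 0.192) and TBX3 (without any of the 8 arrays, adjusted p = 0.134 to 0.29).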

The DEGs between AS and DL breeds were significantly enriched in the following five categories: cellular movement, cellular development, cellular function and maintenance, cellular growth and proliferation, and cell death and survival. The SMSCs from DL showed more expressed transcripts enriched in growth hormone signaling and bone metabolism, including the role of osteoblasts, osteoclasts, and chondrocytes, RANK signaling in osteoclasts, and the osteoarthritis pathway (Figure 6).

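GREM1, which blocks bone morphogenetic proteins, was higher in DL than in AS cells, at 6.85 ± 0.33 against 5.87 ± 0.50 (log2 RMA, SD, n = 4 arrays each), a log2 difference of AS minus DL of -0.98 (standard error 0.11, adjusted p = 0.0131). GSN, which encodes the actin-severing protein gelsolin, differed by -0.81 (standard error 0.09, adjusted p = 0.0105), the stress kinase gene MAP3K5, at background in AS at 2.77 ± 0.10 and at least 1.18 higher in DL, by -1.22 as measured (adjusted p = 0.0263, with -1.46, -1.44 and -0.02 in its other probe sets), the growth factor gene PDGFC by -0.64 (standard error 0.09, adjusted p = 0.0282, with other probe sets at 0.11) and the Wnt receptor gene FZD4 by -0.83 (standard error 0.14, adjusted p = 0.0673). Of the probe sets that the study lists for each pathway between the breeds, 3 of 6 were higher in DL for the osteoarthritis pathway, 4 of 6 for the role of osteoblasts, osteoclasts and chondrocytes, 3 of 4 for RANK signaling and 1 of 4 for growth hormone signaling, and none of them was higher in AS. These lists were chosen by the study on these samples, so their counts are not independent evidence of direction. The 1 for growth hormone signaling was PIK3R1 in SNOWBALL_030826_st, whose other probe sets differed by -0.15 on average. A probe set can count for more than 1 pathway. With the replicate number as a block, 3 of 4 for growth hormone signaling were higher in DL, and 4 of 6 for the osteoarthritis pathway, where 2 were higher in AS. The next lists were fixed before these values were examined, though with the paper's results seen. Of 20 genes of growth hormone, PI3K and SOCS signalling, 0 were called by limma (1 higher and 4 lower in AS unadjusted, 3 lower adjusted over the list alone, 2 lower with the block). There PIK3R1 stands with its brightest probe set (-0.42, adjusted p = 0.494, or 0.0144 with the block). It does not stand with SNOWBALL_030826_st, which was called (-1.85, adjusted p = 0.00683). By camera the list was lower in AS (median -0.07, adjusted p = 0.0266, or 0.639 with an estimated correlation), though not without AS-FP 1 or AS-FS 2. Of 21 osteoblast genes 0 were called (3 lower unadjusted, 2 lower adjusted over the list alone, 1 higher and 1 lower with the block), among them POSTN, which encodes the matrix protein periostin (-1.04, standard error 0.25, adjusted p = 0.204, or 0.0114 with the block; camera for the list adjusted p = 0.424). Of 17 chondrocyte genes, CHAD, a cartilage matrix gene, was lower in AS (-0.95, standard error 0.13, adjusted p = 0.0263; 1 higher and 2 lower adjusted over the list alone, 1 and 1 with the block; camera adjusted p = 0.916). Leaving out 1 array ended the calls of MAP3K5 (without each array except DL-FP 1, DL-FP 2 and DL-FS 2, adjusted p = 0.102 to 0.108), PDGFC (without each array except DL-FP 1, DL-FS 1 and AS-FP 2, adjusted p = 0.11 to 0.144), FZD4 (without each array except DL-FS 1, adjusted p = 0.115 to 0.262) and CHAD (without DL-FS 1, AS-FP 1 and AS-FS 1, adjusted p = 0.104 to 0.114).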

**FIGURE 5:**
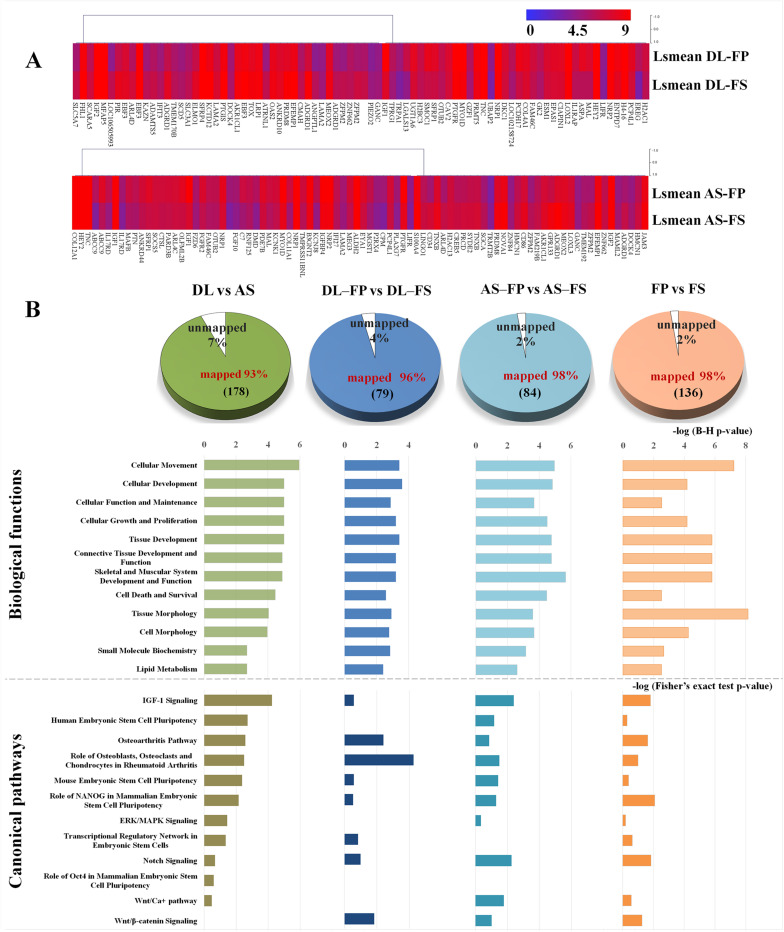
Graphs summarizing results of expression profiling and subsequent functional annotation analyses of SMSC derived from FP and FS of DL and AS breeds. **(A)** Heat-map of differentially expressed genes between FP and FS derived SMSCs within the breeds, DL or AS.; Expression levels are indicated by the color with red color indicating high expression (set to 9) and blue color indicating low expression (set to 0). Genes were clustered according to their transcription patterns using MeV 4.9.0 (Saeed et al., 2003). **(B)** The number of significant DEGs submitted to Ingenuity Pathway Analysis (IPA) and thereof the proportion of un-mapped and mapped transcripts (Supplementary Table 2). Twelve categories of biological functions (light colored bars) and canonical pathways (dark colored bars) enriched for DEGs in the respective comparisons by breed, by synovial tissue type and by or different synovial tissue types in each breed ranked by significance (negative log of B–H multiple testing corrected *p*-values at scale on top of bars or negative log of Fisher’s exact test *p*-values at scale below the bars).

**FIGURE 6:**
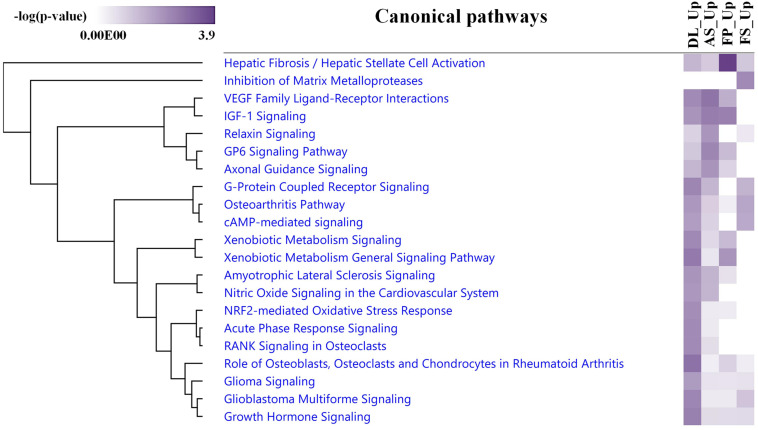
An IPA comparison analysis of the related canonical pathways of DEGs between the upregulated DEGs in each breed and synovial tissue source. Related canonical pathways were hierarchically clustered and displayed with a heat map according to the negative log of the Fisher’s exact test *p*-values.

In contrast, transcripts from the SMSCs of AS breeds were more enriched in VEGF family ligand–receptor Interactions, IGF-1 signaling, relaxin signaling, GP6 signaling, and axonal guidance signaling (Figure 6). 

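SLIT3, a secreted guidance cue for axons and vessels, was higher in AS, at 7.86 ± 0.44 against 6.53 ± 0.75 in DL (log2 RMA, SD, n = 4 arrays each), a log2 difference of 1.33 (standard error 0.14, adjusted p = 0.00969). COL4A1, a collagen of basement membranes, was higher in AS by 0.58 (standard error 0.08, adjusted p = 0.0269). IGFBP2, which binds insulin-like growth factors, was lower in AS (-0.95, standard error 0.11, adjusted p = 0.0136, with -0.57 in its other probe set), as were the growth factor gene VEGFC (-0.66, standard error 0.11, adjusted p = 0.0701), the laminin gene LAMA3 (-0.75, standard error 0.11, adjusted p = 0.0393) and the phospholipase gene PLA2G12A (-0.74, standard error 0.11, adjusted p = 0.0346, with 0.07 in its other probe set). Of the probe sets that the study lists for each pathway between the breeds, higher and lower in AS were 1 and 2 of 6 for IGF-1 signaling, 0 and 2 of 7 for VEGF ligand and receptor interactions, 1 and 1 of 5 for relaxin signaling, 1 and 2 of 6 for GP6 signaling and 2 and 3 of 11 for axonal guidance. The study chose these lists on these samples, so they are not independent evidence of direction. With blocking by replicate number, in the same order, 2 and 3, 3 and 3, 2 and 2, 2 and 2, and 5 and 5 were called. PIK3R1 in SNOWBALL_030826_st was among those lower in AS for both IGF-1 signaling and VEGF interactions, while its other probe sets differed by -0.15 on average. The next lists were fixed before these values were examined, though with the paper's results seen. Of 19 genes of the insulin-like growth factor axis, 0 were higher and 1 was lower in AS (3 higher and 6 lower adjusted over the list alone, 3 and 3 with the block). Camera gave that list an adjusted p of 0.224, and the list passed without DL-FS 1. Of 8 VEGF ligands and receptors, 0 were higher and 1 was lower (2 higher and 4 lower adjusted over the list alone, 1 and 3 with the block; camera adjusted p = 0.177, or 0.0915 without DL-FS 2). Of 20 basement membrane genes, 1 was higher and 1 lower (3 and 1 adjusted over the list alone, 2 and 1 with the block; camera adjusted p = 0.297, or 0.0965 without DL-FP 2 and 0.0743 without DL-FS 2). Dropping 1 array ended the calls of COL4A1 (without each array except DL-FS 2 and AS-FP 1, adjusted p = 0.105 to 0.115), VEGFC (without each array except AS-FP 2, adjusted p = 0.116 to 0.264), LAMA3 (without each array except DL-FP 1 and AS-FS 2, adjusted p = 0.122 to 0.153) and PLA2G12A (without each array except AS-FP 2, adjusted p = 0.114 to 0.175).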

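By camera, adipocyte genes (adjusted p = 0.0143), chondrocyte genes (adjusted p = 0.0247) and markers of pericytes and smooth muscle (adjusted p = 0.000638) were higher in FP than in FS cells, and limb positional genes (adjusted p = 0.0116) and interferon response genes (adjusted p = 0.00062) lower. With an estimated correlation none of these held (adjusted p = 0.237 each, and 0.287 for chondrocyte genes). Of 23 adipocyte genes 2 were higher in FP and none lower, the lipase gene LPL and PPARG, the transcription factor that drives fat cell formation (1.13, standard error 0.16, adjusted p = 0.051), with 4 higher adjusted over the list alone and 3 with the replicate number as a block, while ADIPOQ passed only in a dimmer probe set than the one in the list. Of 17 chondrocyte genes 2 were higher in FP, the cartilage transcription factor SOX9 (0.63, standard error 0.10, adjusted p = 0.0785) and the receptor gene BMPR1B (0.95, standard error 0.15, adjusted p = 0.0809), with 5 higher and 1 lower adjusted over the list alone and 3 and 1 with the block. Of 9 markers of pericytes and smooth muscle, the potassium channel gene KCNJ8 was higher in FP (probe set SNOWBALL_007363_st, 1.17, standard error 0.18, adjusted p = 0.0759), and 2 were higher adjusted over the list alone and with the block, the other being ABCC9, its channel partner (1.54, standard error 0.31, adjusted p = 0.18, or 0.00217 with the block). Of 28 limb positional genes 1 was lower in FP, MEOX2 (1 higher and 6 lower adjusted over the list alone, 4 lower with the block; HOXD11 passed in a dimmer probe set than the one in the list), and of 27 interferon response genes 0 were called by limma (0 higher and 5 lower unadjusted, 2 lower adjusted over the list alone). Macrophage markers (0 of 10 called, 0 unadjusted, 0 adjusted over the list alone, median 0.11, camera adjusted p = 0.0247), cell cycle genes (0 of 36, 0 unadjusted, 0 adjusted over the list alone, median 0.21, adjusted p = 0.000195) and immediate early and heat shock genes (0 of 15, 2 higher unadjusted, 0 adjusted over the list alone, median 0.08, adjusted p = 0.0247) were higher in FP by camera. With an estimated correlation none held (adjusted p = 0.303, 0.676 and 0.313), and the cell cycle genes also moved with the replicate number. Of 21 osteoblast genes 0 were called (0 higher and 3 lower unadjusted, 1 lower adjusted over the list alone; camera adjusted p = 0.144, or 0.0946 without DL-FS 1). The camera call of adipocyte genes ended without AS-FP 2 (adjusted p = 0.146), that of macrophage markers without DL-FP 2 (0.437) or DL-FS 2 (0.105), that of cell cycle genes without DL-FP 1 (0.113), DL-FS 2 (0.738) or AS-FP 1 (0.131), and that of immediate early and heat shock genes without AS-FP 1 (0.157) or AS-FS 2 (0.177). Leaving out 1 array also ended the calls of PPARG (without each array except DL-FS 2, adjusted p = 0.102 to 0.21), SOX9 (without any of the 8 arrays, adjusted p = 0.116 to 0.286), BMPR1B (without any of the 8 arrays, adjusted p = 0.145 to 0.281) and KCNJ8 (without each array except DL-FS 2, adjusted p = 0.14 to 0.289). LPL and MEOX2 were each lost without 7 of the 8 arrays.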

Differentially expressed genes between FS and FP tissues were significantly enriched in the following five categories: tissue morphology, cellular movement, connective tissue development and function, skeletal and muscular system development, and function and tissue development (Figure 5B; lightly painted at the top). Notably, the upregulated transcripts from FP tissue showed a high overlap and shared more significant canonical pathways with the SMSCs of AS than DL breeds, including VEGF family ligand–receptor interactions, IGF-1 signaling, GP6 signaling, and axonal guidance signaling (Figure 6). 

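ADIPOQ and the adrenergic receptor gene ADRA2A, the latter chosen after its values were seen, were higher both in AS and in FP. ADIPOQ, in its probe set SNOWBALL_023218_s_st, was higher in AS by 1.93 (adjusted p = 0.00201) and in FP by 1.19 (adjusted p = 0.0246), and ADRA2A by 0.89 (adjusted p = 0.0269) and 0.76 (adjusted p = 0.0826), with 0.53 and 0.22 in its other probe set. COL12A1, a collagen of connective tissue, was higher in FP by 0.51 (standard error 0.08, adjusted p = 0.0711), one of the 2 probe sets that the study lists for GP6 signaling. Of its lists for FP against FS, 2 of 4 probe sets of IGF-1 signaling, 0 of 3 of VEGF interactions (3 higher unadjusted) and 2 of 6 of axonal guidance were higher in FP by limma, and with the replicate number as a block 4 of 4, 3 of 3 and 5 of 6. These probe sets stand for 3, 2 and 4 genes. IGF1 alone gave the calls by limma for IGF-1 signaling and for axonal guidance. The study chose these lists on these samples, so their direction is not independent evidence. In the same probe set, 18 genes were called both between the breeds and between the tissues. Of these, 3 were higher in AS and FP (the third a microRNA probe set) and 2 in AS and FS (SLIT3, and SLC5A7 with 0.04 and 0.06 in its other probe set). A further 6 were higher in DL and FP and 7 in DL and FS (Fisher's exact test over the 4 counts, p = 1). With the replicate number as a block the 4 counts were 22, 12, 37 and 37 of 108 (Fisher's exact test, p = 0.212). LPL is not among the 18, since it was called higher in AS (by 0.84) and in FP (by 1.59) in different probe sets. Across all probe sets, which are not independent replicates, the AS minus DL and FP minus FS differences had a Pearson's r of 0.047 and a Spearman's rho of 0.049. The next lists were fixed before these values were examined, though with the paper's results seen. Of 19 genes of the insulin-like growth factor axis, 1 was higher in FP and 0 were lower (4 higher and 2 lower adjusted over the list alone and with the block). Among 8 VEGF ligands and receptors, each by its brightest probe set, 0 were called (2 higher unadjusted, adjusted over the list alone and with the block; NRP1 passed in another), and among 20 basement membrane genes also 0 (4 higher and 1 lower unadjusted, 3 higher and 1 lower adjusted over the list alone, 1 higher with the block). By camera, IGF (adjusted p = 0.0564) and VEGF genes (adjusted p = 0.0116) were higher in FP, but not with an estimated correlation (adjusted p = 0.561 and 0.237), and basement membrane genes were not (adjusted p = 0.451, or 0.0373 without DL-FS 2). The IGF call ended without DL-FP 2 (adjusted p = 0.44), DL-FS 1 (0.412), AS-FP 2 (0.278) or AS-FS 1 (0.148), and leaving out 1 array ended the call of COL12A1 (without any of the 8 arrays, adjusted p = 0.117 to 0.283). From the pathways shared by FP with AS and by FS with DL, the paper proposes in its discussion that the differences trace back to the donors, with DL of high lean growth and AS smaller and more obese.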

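AGTR1, the receptor of angiotensin II, was higher in DL, at 8.84 ± 0.45 against 7.59 ± 0.34 in AS (log2 RMA, SD, n = 4 arrays each), a log2 difference of AS minus DL of -1.24 (standard error 0.13, adjusted p = 0.0113). Its FP minus FS difference of -0.61 (standard error 0.13) did not pass limma's test (adjusted p = 0.227), but did with the replicate number as a block (adjusted p = 0.0169). The transcription factor gene CREB5 differed between FP and FS by -0.72 (adjusted p = 0.132, or 0.0209 with the block) and TIMP3, an inhibitor of matrix-degrading enzymes, by -0.46 (adjusted p = 0.102, or 0.0105 with the block). The adenosine receptor gene ADORA2B was higher in DL (-0.56, standard error 0.10, adjusted p = 0.0845). Of the probe sets that the study lists between the tissues, 0 of 3 each for G-protein-coupled receptor signaling and cAMP-mediated signaling (3 lower in FP unadjusted, 2 with the block) and 0 of 4 for the osteoarthritis pathway (1 higher and 2 lower unadjusted, 2 lower with the block) were called by limma. Between the breeds 1 was higher in AS and 3 in DL of 8 for G-protein-coupled receptor signaling (2 and 5 with the block), and 1 and 2 of 6 for cAMP-mediated signaling (2 and 4 with the block). The study chose these lists on these samples, so they are not independent evidence of direction. The 7 genes called higher in both DL and FS were CALB2, HMCN1, AKR1CL1, ELMO1, PIR, SGCA and ATRNL1, listed after their values were seen. Leaving out 1 array ended the call of ADORA2B (without each array except AS-FP 1, adjusted p = 0.191 to 0.263).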

The upregulated transcripts from FS tissue shared more significant canonical pathways with the SMSCs of DL than AS breeds, including G-protein-coupled receptor signaling, the osteoarthritis pathway, and cAMP-mediated dignaling (Figure 6). The DEGs in DL-FP vs. DL-FS and AS-FP vs. AS-FS were significantly enriched in cellular movement, cellular development, cellular growth and proliferation, connective tissue development and function, and tissue development. Of these, 15 genes (*DOCK4, EFEMP1, HEY2, IGF1, IGF2, LAMA2, LIFR, MEOX2, NRP1, NRP2, PRDM8, PTGFR, SFRP1, TNC*, and *ZFPM2*) were the most common DEGs found in these biological functions. Interestingly, *DOCK4, EFEMP1, IGF2, MEOX2, PRDM8*, and *ZFPM2* were highly and specifically expressed in FS tissue, while *HEY2, IGF1, LIFR, NRP1, NRP2, PTGFR, SFRP1*, and *TNC* were found specifically in FP tissue.

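Of these genes, EFEMP1, MEOX2, PRDM8 and ZFPM2 were higher in FS cells and IGF1, PTGFR and SFRP1 higher in FP cells in the test over both breeds, and the probe sets that the study lists for the other genes did not pass it. EFEMP1 stood at 9.71 ± 0.21 in FS and 8.49 ± 0.14 in FP (log2 RMA, SD, n = 4 arrays each), a log2 difference of FP minus FS of -1.22 (standard error 0.08, adjusted p = 0.00422). PRDM8, a transcriptional regulator, differed by -1.06 (standard error 0.10, adjusted p = 0.0109), the limb and muscle homeobox gene MEOX2 by -0.59 (standard error 0.08, adjusted p = 0.0395) and ZFPM2, a cofactor of GATA factors, by -1.34 (standard error 0.12, adjusted p = 0.00881) and -1.49 (standard error 0.14, adjusted p = 0.0119) in its probe sets SNOWBALL_045994_st and SNOWBALL_000799_st. IGF1 stood at 8.47 ± 0.15 in FP and 7.08 ± 0.27 in FS (1.39, standard error 0.11, adjusted p = 0.00821, SNOWBALL_023015_st), and a brighter probe set, SNOWBALL_007703_s_st, gave 1.14 (adjusted p = 0.0086). Of its other probe sets 4 were also higher in FP, by 1.30 to 1.40, and SNOWBALL_038388_st differed by -0.14. PTGFR, a prostaglandin receptor, stood at 9.65 ± 0.05 in FP and 8.62 ± 0.50 in FS (1.03, standard error 0.07, adjusted p = 0.00422), with 1.5 in AS (adjusted p = 0.013, lost without any of the 4 AS arrays at 0.102 to 0.181) and 0.56 in DL (adjusted p = 0.271, or 0.0553 with the replicate number as a block), and the difference between these 2 values was 0.95 (standard error 0.14, adjusted p = 1). Not passing limma's test were IGF2 (-0.78, adjusted p = 0.128), DOCK4 (-0.54, adjusted p = 0.472), the Notch target HEY2 (0.49, adjusted p = 0.907), the matrix gene TNC (0.68, adjusted p = 0.323), the receptor genes NRP1 (0.52, adjusted p = 0.152, and 0.48, adjusted p = 0.492, while SNOWBALL_034496_st, chosen after its values were seen, passed at 0.55, adjusted p = 0.0983) and NRP2 (0.45, adjusted p = 0.147), and LIFR (0.39, adjusted p = 0.974). LAMA2, a laminin gene, differed by -0.05 and -0.22 (adjusted p = 1 each), and in SNOWBALL_029940_st the difference was -0.50 in DL and 0.41 in AS, which differ by 0.91 (adjusted p = 1), with DL-FS 1 apart from the other FS arrays at 5.51. With the replicate number as a block, IGF2 (adjusted p = 0.0012), DOCK4 (0.0844), HEY2 (0.00851), TNC (0.0044), NRP1 (0.00775 and 0.0315) and NRP2 (0.0149) passed as well. The calls of EFEMP1, PRDM8, IGF1 in SNOWBALL_023015_st and SNOWBALL_007703_s_st, PTGFR and ZFPM2 held without each array, while leaving out 1 ended those of MEOX2 (without each array except DL-FS 2, adjusted p = 0.141 to 0.199) and of IGF1 in SNOWBALL_023016_s_st (without DL-FP 2, DL-FS 1 and AS-FP 1, adjusted p = 0.105 to 0.122).

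**Figure D4:**
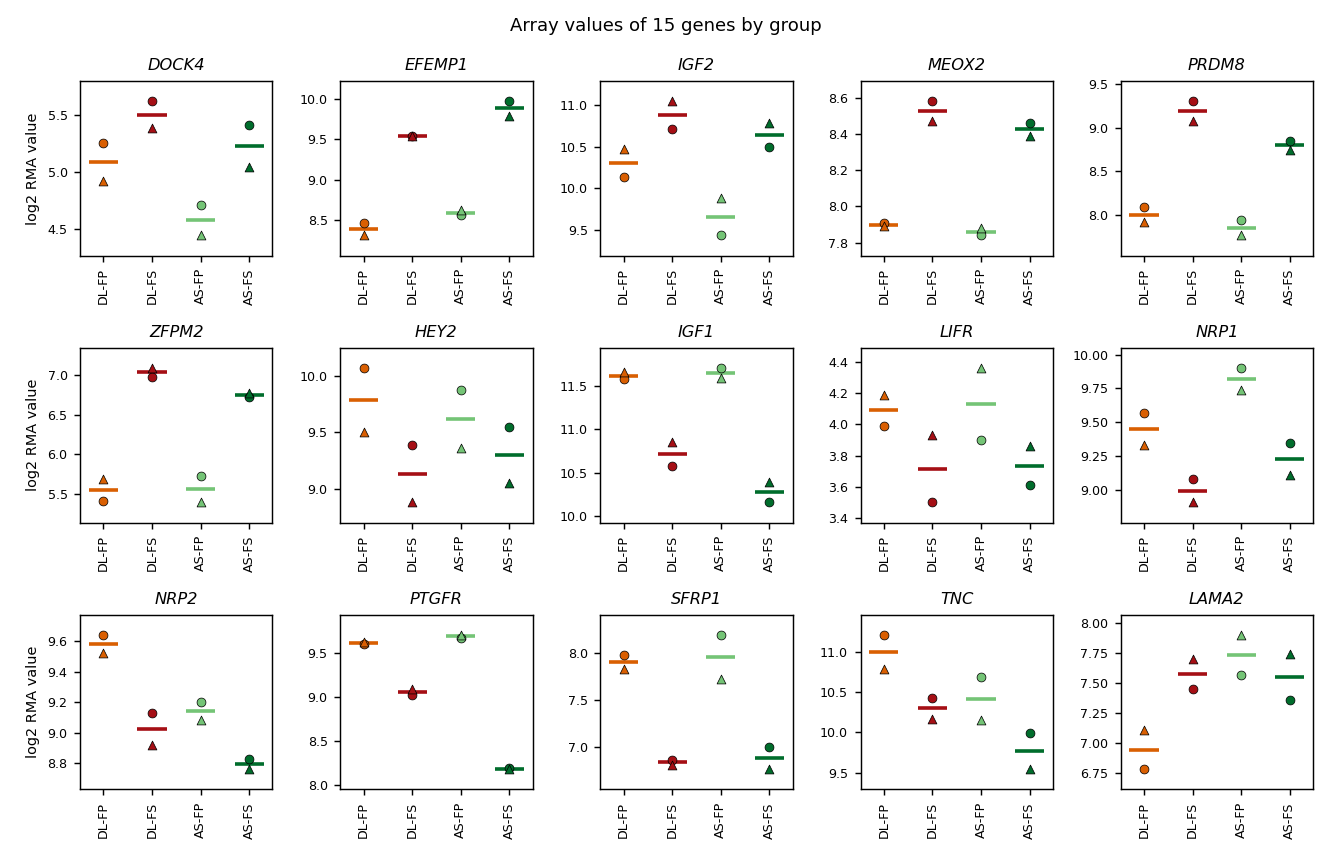
Log2 RMA values of the 15 genes on each array, 1 panel per gene, with the 4 groups on the x axis. Circles are arrays numbered 1, triangles arrays numbered 2 and bars the means of the 2 arrays of a group. EFEMP1, PRDM8 and ZFPM2 lie higher in the FS groups and IGF1 and SFRP1 in the FP groups of both breeds, and PTGFR is lowest in AS-FS.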

All categories of canonical pathway and their associated genes across different comparisons are listed in Supplementary Table 4. Twelve canonical pathways related to stem cell pluripotency, Wnt signaling (and the Wnt pathway), osteoblasts, chondrocytes, ERK/MAPK signaling, and Notch signaling were observed (Figure 5B; below the bar graph in a dark color).

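FGFR2, a growth factor receptor gene listed by the study for human embryonic stem cell pluripotency, was higher in FP than in FS cells, at 7.46 ± 0.22 against 6.64 ± 0.19 (log2 RMA, SD, n = 4 arrays each), a log2 difference of 0.81 (standard error 0.13, adjusted p = 0.0759). The retinoic acid receptor gene RARB was lower in FP (-0.81, standard error 0.11, adjusted p = 0.051), as was PTGIS, which makes prostacyclin (-0.53, standard error 0.08, adjusted p = 0.0688). SFRP4, a Wnt antagonist, was lower in AS than in DL (-0.51, standard error 0.09, adjusted p = 0.0822) and differed between FP and FS by -0.52 (adjusted p = 0.113, or 0.0107 with the replicate number as a block). Of 41 Wnt ligands, receptors and antagonists, 0 were higher and 1 was lower in AS (0 and 2 adjusted over the list alone and with the block; camera adjusted p = 0.584; FZD4 passed in a dimmer probe set than the one in the list), and 1 was higher in FP, SFRP1, and 0 lower (1 and 1 adjusted over the list alone and with the block), where camera gave an adjusted p = 0.065 (adjusted p = 0.365 with an estimated correlation), lost without DL-FP 2 (0.437), DL-FS 1 (0.394), AS-FP 1 (0.162) or AS-FS 1 (0.223). Of 18 Notch genes 0 were called by limma between the breeds (0 higher and 3 lower unadjusted and adjusted over the list alone, 2 lower with the block; camera adjusted p = 0.861) or between the tissues (2 higher and 1 lower unadjusted, 1 higher adjusted over the list alone, 2 higher with the block; camera adjusted p = 0.615), with HEY1, a target of Notch, at 0.62 in FP minus FS (adjusted p = 0.102, or 0.0125 with the block). Of the probe sets that the study lists between the breeds, 1 was higher and 3 lower in AS of 5 for human embryonic stem cell pluripotency, 1 and 2 of 4 each for ERK/MAPK signaling and the role of NANOG, and 0 and 1 of 1 for Wnt/β-catenin signaling. Between the tissues, 2 were higher and 1 lower in FP of 4 for Wnt/β-catenin signaling and 4 and 0 of 5 for the role of osteoblasts, osteoclasts and chondrocytes. Both lists held 3 genes. The higher probe sets were those of SFRP1 for Wnt/β-catenin signaling, and those of IGF1 and SFRP1 for the role of osteoblasts, osteoclasts and chondrocytes. The study chose these lists on these samples, so they are not independent evidence of direction. Dropping 1 array ended the calls of FGFR2 (without any of the 8 arrays, adjusted p = 0.105 to 0.276), RARB (without each array except DL-FS 2 and AS-FS 2, adjusted p = 0.143 to 0.232), PTGIS (without any of the 8 arrays, adjusted p = 0.131 to 0.263) and SFRP4 (without any of the 8 arrays, adjusted p = 0.102 to 0.266).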

## Discussion

Since the first human synovium-derived mesenchymal stem cells were identified and successfully isolated (De Bari et al., 2001), these cells have been increasingly regarded as a promising cellular source for musculoskeletal regeneration. Besides their general potential to differentiate into various lineages of mesenchymal tissues, SMSCs have a greater ability to expand, proliferate, and superiority in chondrogenesis compared to other MSCs in many species (Fan et al., 2009; To et al., 2019). Several studies have investigated the differentiation potential of MSCs originating from different parts of the same donor to find suitable alternative MSCs sources that best suits their needs and applications (Sakaguchi et al., 2005; Mochizuki et al., 2006; Yoshimura et al., 2007; Alegre-Aguarón et al., 2012; Beane and Darling, 2012; Katagiri et al., 2017; Khatun et al., 2017; Mohamed-Ahmed et al., 2018; Sasaki et al., 2018; Wu et al., 2018). General parameters including surface epitope profiles, proliferative capacity and differentiation potentials of the cells were characterized and compared. Comparative studies indicate the biological differences among MSCs derived from different tissues. Each cell type has both advantages and disadvantages depending upon the research purpose.

Beyond the consideration of the use of procine tissues as excellent large animal model for human in the development of stem cell based therapies, regenerative medicine and transplantation for preclinical research, the generation of porcine MSCs will establish background knowledge and technology in a variety of experimental research for both veterinary clinicians and livestock industry (Swindle et al., 2012; Arrizabalagaa and Nollerta, 2017; Bharti et al., 2016; Markoski, 2016; Schweizer et al., 2020). Application of MSCs may be a powerful tool for treatment of several animal health conditions, and some of the major skeletal abnormalities and disorders that can result in loss of both animal welfare and economic benefits (Fan et al., 2009; Ogata et al., 2015; Gugjoo et al., 2019). Leg weakness and lameness symptoms in pig directly impacts welfare and economic of pig industry, in particular in valuable breeding animals. The relationship between different symptoms of leg weakness and osteochondrosis/osteoarthritis in sows or piglets have been reported (Jørgensen, 2000; Bertholle et al., 2016). Osteochondrosis is a common developmental orthopedic disease affecting both humans and animals. Our previous study showed genome-wide associated studies and functional pathways and networks of candidate genes for osteochondrosis in pigs (Rangkasenee et al., 2013a, b). It might be interesting to perform gain or loss of function *in vitro* experiments of candidate genes by using these porcine SMSCs to differentiate into chondrocytes. Moreover, porcine MSCs are a potential cell source to study bone and cartilage (re-)generation and especially as a model to study functional properties of genes or effects of the vitamin D or phosphorus supplementation on osteogenesis, which is also special area of interest in pigs.

Our study presented a simple and efficient enzymatic digestion method for primary porcine SMSCs isolated from two different sources of synovial membranes of porcine stifle joints for DL and AS breeds, based on to the published synovial mesenchymal stem cell isolation protocols for dogs (Sasaki et al., 2018) and humans (Mochizuki et al., 2006; Katagiri et al., 2017). Comparison among SMSCs from two types of synovial membrane in both breeds demonstrated that they all shared similarities in terms of their cell morphologies, cell-surface marker profiles, and differentiation potential, but differ in their nucleated cell numbers and gene expression profiles. The nucleated cell yield obtained from the FP tissue after expansion was nearly two times lower than the numbers from the FS tissue, which was consistent with the findings of Sasaki et al. (2018) in dogs and confirmed by the suspended synovium culture model in human synovial tissue (Katagiri et al., 2017). In the present study, the nucleated cells isolated from synovial tissue possessed three minimal criteria (Dominici et al., 2006; Bharti et al., 2016): (i) adherence to the plastic surfaces of the culture flasks, (ii) homogeneous appearance and expression of specific surface markers for CD90/CD105/CD44/CD29, but lack of expression of CD45/CD34 and (iii) lastly, a trilineage differentiation capacity following cultivations with certain differentiation media (Dominici et al., 2006; Fellows et al., 2016). All these results confirmed that the nucleated cells were synovium-derived MSCs.

FS and FP synovium-derived MSCs from both DL and AS pigs had similar immunophenotypes, as assessed by cell-surface marker expression. The CD90 and CD44 positive rates from each tissue and breed were over 96%. High expression of CD90 may be related to chondrogenic potential, as previously reported in humans (Nagase et al., 2008). However, the AS-FS-derived SMSCs showed lower expression of the surface marker CD105 at 91.55% ± 0.47% (no statistical significance), possibly due to the fact that a small number of these cells had reduced proliferation, either because the culture started to become confluent or because cells in some areas of the culture did not attach spontaneously at seeding (Anderson et al., 2013; Piñeiro-Ramil et al., 2019). CD105 (enderlin) is a cell-surface glycoprotein identified as a cell proliferation, differentiation, and migration indicator (Fonsatti and Maio, 2004; Anderson et al., 2013). The absence of CD105 expression in mesenchymal stromal cells in mice has been shown to increase osteogenic and adipogenic differentiation (Anderson et al., 2013). However, a lower expression of CD105 does not imply chondrogenic potential in human bone-marrow-derived mesenchymal stem cells (Cleary et al., 2016). It is not clear whether the expression of CD105 or of other specific surface markers, such as CD90, is related to specific lineage differentiation. In our experimental conditions, we did not compare the differentiation potential rate between the SMSCs derived from different synovial tissue sources. This subject would be interesting for further study.

Based on observations made in the present study, SMSCs derived from both the fibrous synovium and adipose synovial tissue of both DL and AS breeds showed similar growth patterns and differentiation potential, and successfully differentiated into osteocytes, adipocytes, and chondrocytes, as shown in previous studies on humans and dogs (Mochizuki et al., 2006; Nagase et al., 2008; Katagiri et al., 2017; Sasaki et al., 2018). Assessment using Oil Red O staining–confirmed that the observed vacuoles were lipids. This method is simple and robust enough to detect adipogenic differences, but its sensitivity must be considered carefully. Lipid vacuoles were observed at ∼4 days of adipogenic induction and increased over time in both size and number until Day 7, with just a slight change afterward. Overall, we found that ∼60–70% of the cells committed to adipocytes, similarly for both types of synovial cell-derived samples from each breed. Our results suggest that prolonging the induction time may not produce a difference in outcome under this differentiation condition. Unlike the results of the adipogenesis assay, optimal osteocyte formation required a minimum of 21 days for all SMSCs, with successful bone mineralization when cultured in DMEM but not αMEM (our preliminary data). The alizarin-red-positive staining of the mineralized calcium matrices produced by SMSCs increased progressively over the culture duration and became abundant in the late stage of osteogenesis in all tissue and breed conditions.

This present study also reported transcriptional differences between the SMSCs from the two breed of pigs. The results showed a number of DEGs that were significantly different by breed, synovial tissue type, and especially between the different synovial tissue types in each breed (FDR ≤ 0.1). A specific stem cell marker, *NANOG*, which participates in all of top five biological function categories (Figure 4), was expressed more strongly in the AS breed than in DL, while no significant difference was found in the expression of other core specific stem-cell transcription factors (i.e., *OCT4* (or *POU5F1*) and *SOX2* (Okumura-Nakanishi et al., 2005) by breed, tissue, or different synovial tissue types in each breed. 

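NANOG, a transcription factor of self-renewal in embryonic stem cells, stood at 7.22 ± 0.20 in AS and 6.60 ± 0.22 in DL (log2 RMA, SD, n = 4 arrays each, SNOWBALL_003205_st), a log2 difference of 0.62 (standard error 0.11, adjusted p = 0.0904 from limma), with all 4 AS arrays above the 4 DL arrays. It differed between FP and FS by -0.25 (adjusted p = 0.999), with -0.37 in DL and -0.13 in AS. POU5F1 stood at 4.63 ± 0.15 in AS and 4.70 ± 0.18 in DL, a difference of -0.07 (standard error 0.12, adjusted p = 0.936), and SOX2 at 4.47 ± 0.39 and 4.67 ± 0.29, a difference of -0.20 (standard error 0.19, adjusted p = 0.861). Between FP and FS they differed by 0.23 (standard error 0.12) and 0.33 (standard error 0.19), both at an adjusted p of 1. Of 8 core pluripotency factors, NANOG was the 1 called between the breeds, also when adjusted over the list alone (camera adjusted p = 0.684), and 0 were called between the tissues (1 lower unadjusted, 0 adjusted over the list alone; camera adjusted p = 0.852). Leaving out 1 array ended the call of NANOG (without each array except AS-FP 2, adjusted p = 0.195 to 0.304), and the replicate number as a block gave an adjusted p of 0.0144.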

NANOG is involved in the self-renewal of embryonic stem cells (ES) and is a critical factor for the maintenance of MSC properties (Tsai et al., 2012). Thus, the SMSCs derived from different breeds might have some differences in their cell properties (e.g., proliferation and pluripotency), at least at the transcriptional level. 

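PRKAR2B, a regulatory subunit of protein kinase A, was higher in AS and PIK3R1, the regulatory subunit of phosphoinositide 3-kinase, higher in DL. PRKAR2B stood at 7.98 ± 0.16 in AS and 6.95 ± 0.23 in DL (log2 RMA, SD, n = 4 arrays each, SNOWBALL_012550_st), a log2 difference of 1.03 (standard error 0.09, adjusted p = 0.00494), while its other probe sets differed by 0.16 and -0.16. PIK3R1 stood at 6.97 ± 0.34 in AS and 8.82 ± 0.29 in DL (SNOWBALL_030826_st), a difference of -1.85 (standard error 0.18, adjusted p = 0.00683), while its other probe sets differed by -0.42 and 0.11. IGFBP4, which binds insulin-like growth factors, differed by 0.73 (standard error 0.17, adjusted p = 0.202), IGF2 by -0.44 (standard error 0.14, adjusted p = 0.373) and SOCS5, a suppressor of cytokine signalling, by -0.53 (standard error 0.10, adjusted p = 0.107). PIK3CA, the catalytic subunit, stood near background at 2.74 ± 0.42 in AS and 2.55 ± 0.40 in DL (SNOWBALL_042374_st), a difference of 0.19 (standard error 0.26, adjusted p = 0.913), and its other probe sets differed by -0.06, -0.08, 0.23 and -0.10. With a block for replicate number, IGFBP4 (adjusted p = 0.00342), IGF2 (0.00941) and SOCS5 (0.0119) passed limma's test and PIK3CA did not (0.612). The calls of PRKAR2B and PIK3R1 held without each array.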

In fact, transcript related to IGF-1 signaling (particularly *PIK3CA*, *PRKAR2B*, and *IGFBP4*) showed higher expression in the SMSCs from AS breeds, while the SMSCs from DL showed greater expression of transcripts, including *IGF2, PIK3R1*, and *SOCS5*, which are enriched in growth hormone signaling. Lists of DEG by synovial tissues types, FP or FS, and of the corresponding enriched pathways revealed that transcripts from FP shared more significant canonical pathways with the SMSCs of AS breeds, while FS tissues shared more significant canonical pathways with the SMSCs of DL breeds. Both findings can be traced back to the original cell donor due to the specific properties of the breeds with DL exhibiting high lean growth and AS being small and more obese (Roberts and Lamberson, 2015). DEGs were also found between the two types of synovial tissues and between breeds (DL-FP vs. DL-FS and AS-FP vs. AS-FS). Notably, DEGs were mainly enriched in cellular movement, cellular development, cellular growth and proliferation, and connective tissue development and function, as well as their tissue development. Moreover, the results of the canonical pathway analysis and the associated genes across different DEG-related comparisons confirmed the differences between breed- and tissue-subtype-derived MSCs in terms of their cell proliferation and specific differentiation efficiency (Rahman et al., 2015; Liskova et al., 2019).

## Conclusion

This study used porcine SMSCs harvested from stifle joints without any complex methods, and may present a routine isolation methodology for many other specific purposes. Higher nucleated cell number obtained from fibrous synovium may be an advantage to harvest the highest amount of SMSCs while, minimizing the amounts of mesenchymal tissues needed. However, these minimal criteria, including cell characteristics and multilineage differentiation potentials, were insufficient to detect the differences between fibrous and obese synovial synovial-derived MSCs that became obvious from the expression analyses. Our study clearly shows the importance of describing the origin of SMSCs in detail, as this has an influence on the results of respective experiments and is necessary to ensure reproducibility. Analyses of the expression and molecular signaling pathways of SMSCs provide additional insights into the functional properties of the cells. Further systematic analyses of differential gene expression as a function of the source of MSCs and direct comparisons during the differentiation processes may lead us to a better understanding of the functional properties and experimental suitability of SMSCs of different niches.

## Data Availability Statement

The microarray data were then deposited in a public database (GEO accession GSE150789).

## Ethics Statement

The animal study was reviewed and approved by the Animal Care Committee of the Leibniz Institute for Farm Animal Biology. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

PS conceived, designed and performed the data analysis, data curation, and writing—original draft. SP: conceptualization, supervision, help analysis data. SP, MO, HR, TV, and KW: writing—review and editing. All authors have read and agreed to the published version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 Comparison of the SMSCs differentiation.

Supplementary Table 1 Antibodies used for flow cytometry analysis.

Supplementary Table 2 The number of significant DEGs identified through a comparison between DL and AS breed, between FP and FS tissue, between FP and FS tissue of DL breed and between FP and FS.

Supplementary Table 3 Biological function list of the DEGs between DL and AS Breed, between FP and FS tissue, between FP and FS tissue of DL breed and between FP and FS tissue of AS breed.

Supplementary Table 4 Categories of canonical pathway and their DEGs associated genes between DL and AS Breed, between FP and FS tissue, between FP and FS tissue of DL breed and between FP and FS tissue of AS breed.

# Supplementary material for: Morphological and Molecular Features of Porcine Mesenchymal Stem Cells Derived From Different Types of Synovial Membrane, and Genetic Background of Cell Donors
**Source:** Front Cell Dev Biol. 2020 Dec 9;8:601212. doi: 10.3389/fcell.2020.601212
**Supplement:** Supplementary Figure 1 — Comparison of the SMSCs differentiation.

Supplementary Material

Supplementary Figures

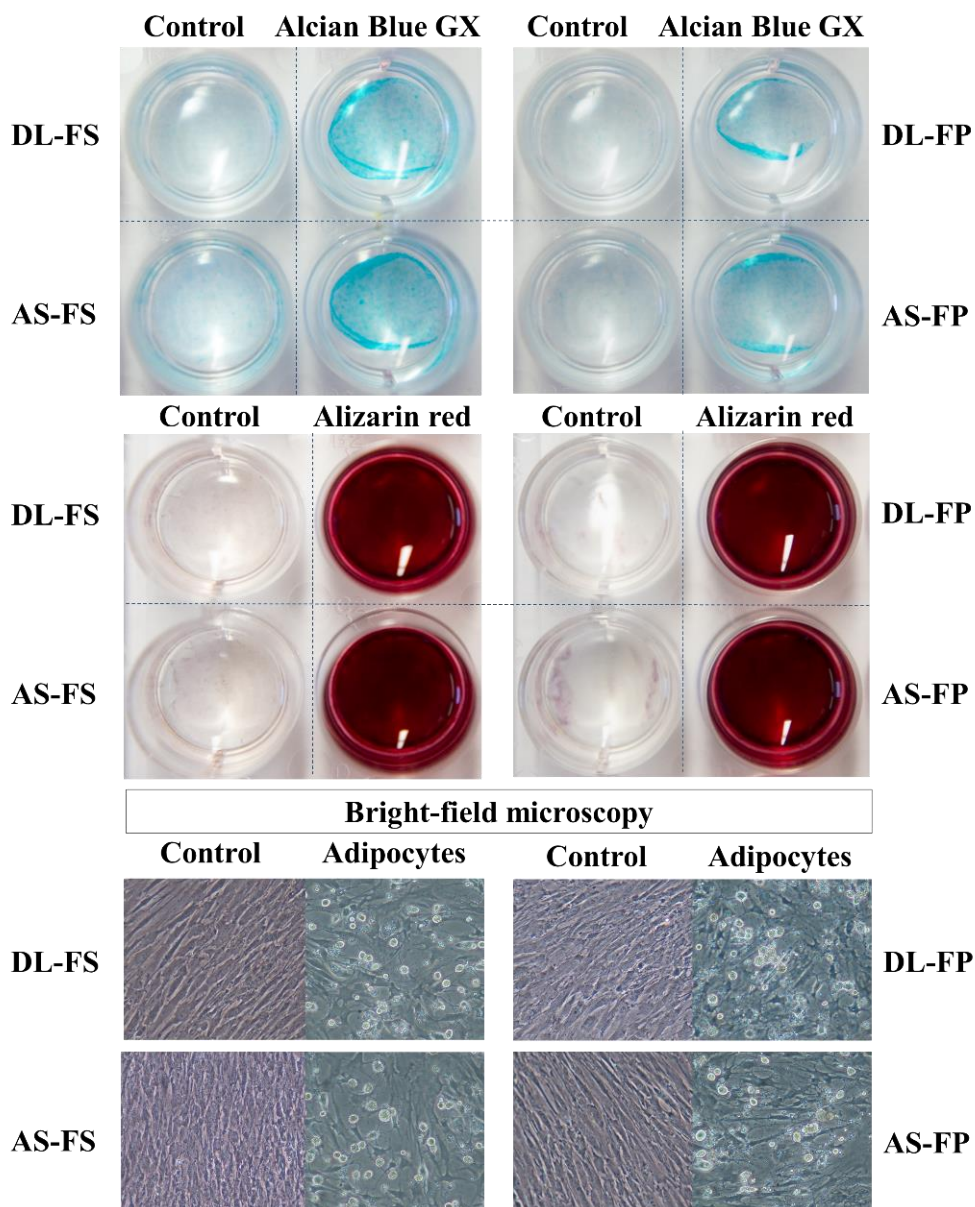

Supplementary Figure S1. Chondrogenic, osteogenic, and adipogenic differentiation of DL-FS, DL-FP, AS-FS, and AS-FP derived SMSCs. The immunohistochemistry macrograph of bluish-green/ blue stained of alcian blue 8GX in the chondrogenic differentiation and red-brown alizarin red stained of osteogenic differentiation as well as bright-field microscopy of lipid-droplet formation in adipocytes clearly showed the difference between differentiated and non-differentiated (control) SMSCs of each cell type.

How the deposited data were processed for this re-analysis (not part of the article)

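Gene expression was measured with the Porcine Snowball Array in undifferentiated synovial mesenchymal stem cells at passage 3, in 4 groups of 2 arrays: DL-FP, DL-FS, AS-FP and AS-FS. The deposited values are on the log2 scale: the authors scanned the arrays with GCOS 1.1.1, the version in the submitters' processing notes, and summarised the probes of each probe set by robust multichip averaging in Expression Console. The table analysed here holds 47845 probe sets on 8 arrays and was not filtered, while the methods describe a further filter by detection above background and by an SD above 0.25. The detection calls were not used here. Signal over background stands in for depth on arrays: 69 background probe sets had medians of 2.66 to 2.81 on the 8 arrays, and the number of arrays limits the precision. Samples were grouped by the labels, every value column belonged to a labelled sample, and the labels and the paper name no technical batch. The labels number the replicates without saying what the number stands for.

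From these values, 123 control probe sets were left out and 47722 were tested with limma 3.58.1 in R 4.3.3. The model had a mean for each of the 4 groups, variances were moderated with a trend on the mean (residual degrees of freedom 4, prior 4.33), and p-values were adjusted by the Benjamini-Hochberg method within each comparison, with an adjusted p of 0.1 or less as the threshold, which is that of the methods. The comparisons were AS minus DL, FP minus FS, FP minus FS within each breed, the difference of this value between AS and DL, and AS minus DL within FP and within FS. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The limma fit and the gene set test were tested on simulated data with known changes. With 47722 simulated probe sets and no change, limma called 0. With 200 of them changed by 2 on the log2 scale and a simulated difference between the replicate numbers, it found 88.5% of those changed between the breeds and 80% of those changed between DL-FP and DL-FS.

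The replicate numbers paired the arrays. Deviations from the group means of arrays with the same number correlated in 6 of 6 pairs of groups, with r of 0.143 to 0.219, each above 0.1, and neither the paper's text nor the labels say what the number stands for. The fit with the replicate number as a block (residual degrees of freedom 3) is therefore given beside results whose call it changes or whose count it moves by more than 1.5 times.

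Probe sets were named from the platform annotation, with 428 symbols updated through synonyms. One symbol was given for 26426 probe sets, several for 0 and none for 21296. A further 58 were named, and 4 renamed, from Supplementary Table 2, and 2 with conflicting names stayed unnamed. The symbols of 412 microRNA probe sets were not used, and a probe set named for a microRNA is not reported because it could not be matched by its ID. No chromosome positions were used here. The genes named in the text follow a rule fixed before the data were examined, when the values in the paper's tables had been seen. It takes the genes that the article's text names and the members of its named pathways, the 10 largest called differences in each direction for breed and for tissue whose 4 arrays all lie above the other 4, the 5 largest in each direction within a breed and for the difference between the breeds, and at most 4 members of each gene list in order of adjusted p. Members that were called neither with nor without the block are given as counts only. Where the mean of a group did not exceed the highest background median of its arrays, the difference of a called named gene is given as a lower bound, with each array of that group taken at its background median or its own value, whichever was higher, a rule chosen after the values were seen. A gene in a list is represented by its brightest probe set, and the study's probe set is used for genes in Supplementary Table 2.

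The 23 gene lists were fixed before the data were examined: the insulin-like growth factor axis; growth hormone, PI3K and SOCS signalling; VEGF ligands and receptors; Wnt ligands, receptors and antagonists; Notch signalling; adipocyte, osteoblast and chondrocyte genes; positive and negative surface markers of mesenchymal stem cells; core pluripotency factors; markers of endothelial cells, macrophages, pericytes and smooth muscle, skeletal muscle cells, synovial lining fibroblasts, and sublining and adventitial fibroblasts; and genes of basement membrane, cell cycle, interferon response, limb position, immediate early and heat shock response, and ribosomal proteins. The paper's results on these samples had been seen by then, and some lists follow its pathways, so they are not fully independent of it. Each list was tested against the other measured genes (13541 in all) with limma's camera at a preset correlation of 0.01, adjusted over the 23 lists. The test was repeated with an estimated correlation. The alternatives tried were quantile normalization again, median centring, filters on SD and on brightness, the linear model of the methods without moderated variances (also with the SD filter and with a joint adjustment), no variance trend, an adjusted p of 0.05, array weights, an additive model, the replicate block, and leaving out each array in turn. For lists they were an estimated correlation, fry, the mean of all probe sets of a gene and the brightness filter. What is named the linear model of the methods was fitted without their Tukey-Kramer adjustment and detection filter, so its counts do not measure the paper's method. Added after seeing the data were arrays of 1 replicate number alone, 2 combinations of block, filter and adjustment, and all other probe sets of a gene in the comparison of its probe sets. The qPCR and pathway software results were not analysed here.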

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

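Of the tests in this part, those over all other probe sets of a gene, of labelling and hybridisation and of shared variation of the cell cycle genes were chosen only after the result was seen. The margin in the test of a single array was also added then.

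Breed differences often appeared in 1 probe set of a gene and not in its others. Of 81 genes with a breed call whose platform symbol is shared by other probe sets brighter than the median of all, the latter moved on average by at least 0.33 of the called difference in 54 (66.7%, median ratio 0.55), against 31 of 33 genes with a tissue call (93.9%, median ratio 0.8; Fisher's exact test, p = 0.00187), with 7 genes called in both comparisons left out and 68.2% against 90% with them. Over all other probe sets of a gene, dim ones and those named from Supplementary Table 2 included, a selection chosen after seeing the data, they did so in 64 of 111 (57.7%) against 36 of 40 (90%; Fisher's exact test, p = 0.00016), with 12 genes called in both left out. Because FP and FS cells came from the same animals, sequence variants between the breeds under the probes are a candidate explanation, for which no sequence was examined. Of the 81, called probe sets without a following one were dimmer (median 6.43 against 7.09, a difference of -0.66, permutation p = 0.214), and an effect of dim probe sets cannot be told apart because this difference lies within chance, while true differences between the breeds in transcript forms stay open, as untested.

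The arrays numbered 1 and 2, which the paper does not compare, differed in 2636 probe sets, 932 higher in number 2 and 1704 higher in number 1 (limma with the 4 groups as a term, adjusted p of 0.1 or less; 8100 at an unadjusted p under 0.05). The poly-A controls added to the RNA were lower in number 2 in 4 of 4 groups (-0.1 in DL-FP, -0.4 in DL-FS, -0.29 in AS-FP and -0.27 in AS-FS, mean -0.26), and the hybridisation controls were higher in 4 of 4 (1.21, 0.18, 0.17 and 0.14, mean 0.42), so a difference in labelling and hybridisation may contribute, which 4 groups cannot establish. Cell cycle genes were lower in number 2 (28 of 36, median -0.54, camera adjusted p = 5.59e-25), but not with an estimated correlation (adjusted p = 0.51), so a difference in the growth of the cultures cannot be told apart. The lists of insulin-like growth factor genes (adjusted p = 0.00463), basement membrane genes (0.00638) and interferon response genes (0.0131) were higher and ribosomal protein genes (0.00206) lower in number 2 by camera, and with an estimated correlation none held (adjusted p = 0.51, 0.772, 0.51 and 0.51). The sources used here name no biological difference between the numbers.

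Cell cycle genes were higher in AS by a list mean of 0.39 (0.27 on arrays numbered 1 and 0.52 on those numbered 2), and their FP minus FS value differed between the breeds (camera adjusted p = 3.64e-09, or 0.635 with an estimated correlation; median 0.50 in DL and -0.075 in AS). Over all splits of the 8 arrays an exact permutation test gave p = 0.143 (two-sided, smallest possible 0.0286), but among the 18 splits with 2 arrays of each number on each side 1, that by breed, was as large, the highest other being 0.37, and shared variation of these genes between arrays cannot be told apart because these splits give no share under 0.0556. Without 1 array the list mean lay between 0.21 and 0.58 and kept its sign, so the bound set beforehand against the part of a single array was met. It was met by less than the SD of these values (0.15), a margin asked for only after they were seen. With that margin the part of a single array cannot be told apart. A difference in cell division between the breeds stays open, as untested.

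The hybridisation controls of DL-FP 1 averaged 9.37, far from the other 7 arrays at 10.26 to 10.58. Of 215 groups of arrays examined for a single array far from the others, 6 had one, where chance gives about 1 in 20: besides these controls, FABP4 on AS-FS 2 at 4.54 among the AS arrays, LAMA2 (SNOWBALL_029940_st) on DL-FS 1 at 5.51 among the FS arrays, PSMB8 on AS-FS 2 at 9.44 and PDPN on AS-FS 1 at 5.19 among the AS arrays, and PIR (SNOWBALL_023591_st) on AS-FP 1 at 6.68 among the FP arrays. In the test of whether FP minus FS differs between AS and DL, 4 further lists passed by camera with 0 called members each. Wnt genes (adjusted p = 0.00461, 0.608 with an estimated correlation) had medians of 0.007 in DL and 0.104 in AS. Adipocyte genes (0.0298, 0.608 estimated) had medians of 0.002 and 0.147. Positive stem cell markers (0.0623, 0.635 estimated) had 0.048 and 0.03, though their camera direction was up in AS. Interferon response genes (0.00461, 0.608 estimated) had -0.216 and -0.047.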

How the results depend on the processing

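Of the tests in this part, those on arrays of number 1 or number 2 only and the 2 combinations of block, filter and adjustment were chosen only after the result was seen. Where a value changed, the cause was not tested, unless fewer arrays or probe sets are named. Signal over background limits the dim genes: probe sets near the background medians of 2.66 to 2.81, such as PIK3CA, can hide a difference. Of the values of named genes under the alternatives, 4554 kept their direction and side of the threshold, 968 lost the call, 140 gained one and 61 changed sign. Of the list tests 533 kept both, 55 lost the call and 10 gained one. Whether genes higher in AS were those higher in FP did not pass Fisher's exact test in 11 of 11 alternatives (p = 0.212 with the block, over 108 genes). Without DL-FP 2 the test gave no value. As reported it held 18 genes, so it could miss an association and does not show that there is none. Quantile normalization again, median centring, array weights and the additive model left the counts of calls within 1.5 times.

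The counts of calls are given in the order breed (318 as reported), tissue (126), tissue in DL (21), tissue in AS (26), breed in FP (101) and breed in FS (45). With the replicate number as a block they were 1451, 471, 207, 236, 394 and 513, and the pairing changed the camera call of no gene list between the breeds, between the tissues or in the interaction. Within DL it gave an adjusted p of 0.0614 for osteoblast genes (0.106 without it), 0.0291 for sublining markers (0.144) and 0.0567 for immediate early genes (0.143), and within AS 0.0572 for immediate early genes (0.124), none of which held with an estimated correlation (0.345, 0.446, 0.456 and 0.443). The linear model of the methods was fitted without their Tukey-Kramer adjustment and detection filter. It gave 0, 1, 0, 1, 0 and 1 (3793, 2554, 2110, 2494, 2822 and 3081 at an unadjusted p under 0.05, the 0s being breed, tissue in DL and breed in FP, where limma called 318, 21 and 101). With the filter of SD above 0.25 the counts were 92, 7, 3, 4, 3 and 3 and 1 for the interaction, and with a joint adjustment as well 8, 6, 3, 4, 4 and 5. Without the variance trend they were 195, 62, 2, 15, 56 and 18, and at an adjusted p of 0.05 they were 167, 62, 2, 11, 55 and 13. The filter on brightness gave 215 for tissue and 88 for breed in FS, and SD above 0.25 gave 69 for tissue in AS, where fewer probe sets were tested. Without 1 array they ranged from 87 to 168, 31 to 83, 0 to 7, 0 to 29, 0 to 65 and 6 to 20, with fewer arrays and a lone array taken to vary like the other groups. Arrays of number 1 only gave 55 for breed and 47 for tissue, and arrays of number 2 only 11 for tissue, with 1 residual degree of freedom. The combination of block, linear model, SD above 0.25 and joint adjustment gave 6, 3, 2, 5, 5 and 4. The same combination with the brightness filter as well, chosen after seeing the values because its filter keeps about as many probe sets as the paper's, gave 112 for tissue in DL, 111 for tissue in AS and 178 for breed in FS, and no statement rests on it. The SD part of the filter of the methods, without its detection part, left 15281 probe sets, 6878 by the SD of the 4 group means and 5982 with the brightness filter. The correlation of FP minus FS between DL and AS was 0.099, 0.05 to 0.113 without 1 array and 0.129 among probe sets with SD above 0.25.

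For gene lists, the adjusted p of camera with an estimated correlation between the breeds was 0.639 each for growth hormone, PI3K and SOCS signalling, sublining markers, cell cycle and immediate early genes. The test fry, which asks whether the genes of a list move on balance one way and compares them with no other genes, gave 0.154, 0.232, 0.478 and 0.154. Between the tissues the estimated correlation gave 0.561 for insulin-like growth factor genes, 0.237 each for VEGF, adipocyte, pericyte, interferon and limb genes, 0.365 for Wnt, 0.287 for chondrocyte, 0.303 for macrophage, 0.676 for cell cycle and 0.313 for immediate early genes. With fry these were 0.225 for insulin-like growth factor genes, 0.128 each for VEGF, adipocyte, chondrocyte, macrophage, pericyte and interferon genes, 0.215 for Wnt, 0.632 for cell cycle, 0.176 for immediate early and 0.0708 for limb genes. The mean of all probe sets gave 0.209 for sublining markers between the breeds, and 0.165 each for insulin-like growth factor genes and macrophage markers between the tissues. The brightness filter gave 0.158 for macrophage and 0.0795 for sublining markers between the tissues. Without 1 array the adjusted p between the breeds ranged from 0.0751 to 0.724 for insulin-like growth factor genes, 0.0122 to 0.144 for growth hormone signalling, 0.0915 to 0.265 for VEGF, 0.0702 to 0.385 for adipocyte, 0.0553 to 0.599 for macrophage, 0.0122 to 0.195 for sublining, 0.0743 to 0.856 for basement membrane and 0.0122 to 0.178 for immediate early genes. Between the tissues it ranged from 0.0146 to 0.44 for insulin-like growth factor genes, 0.0208 to 0.437 for Wnt, 0.0107 to 0.146 for adipocyte, 0.0946 to 0.423 for osteoblast, 0.0153 to 0.437 for macrophage, 0.0373 to 0.882 for basement membrane, 3.72e-16 to 0.738 for cell cycle, 0.017 to 0.177 for immediate early and 0.0755 to 0.94 for ribosomal protein genes.

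Counts of 5 or fewer in these settings hold ADRA2A, ALDH2, ASPA, CHI3L1, COLEC12, DCP1A, DIP2A, EREG, GTDC1, IGF2, LDB2, PPAP2B, PTGFR, SLC5A7, TNFRSF17 and the unnamed SNOWBALL_009790_st, SNOWBALL_009792_st, SNOWBALL_009855_st, SNOWBALL_022054_x_st, SNOWBALL_024057_st, SNOWBALL_031365_st, SNOWBALL_037916_st, SNOWBALL_040980_st and SNOWBALL_044334_st and a microRNA probe set, those outside the rule for named genes being chosen after their values were seen. No gene difference that changed sign had passed the test. Without 1 array the difference between the breeds changed sign for DKK2 (-0.14 to 0.28), RSPO3 (-0.06 to 0.24), SFRP1 SNOWBALL_000397_st (-0.07 to 0.17), HEY2 (-0.14 to 0.15), LIFR (-0.09 to 0.14) and MAML2 SNOWBALL_032207_st (-0.33 to 0.01), as lowest and highest values. The difference between the tissues did so for DKK2 (-0.38 to 0.05), RSPO1 (-0.01 to 0.12), LAMA2 SNOWBALL_029940_st (-0.19 to 0.10), SOCS5 (-0.02 to 0.09) and PLA2G7 SNOWBALL_038639_st (-0.08 to 0.12). The difference between the tissues in DL did so for DKK2 (-0.79 to 0.07), RSPO1 (-0.15 to 0.12), RSPO3 (-0.12 to 0.25), FGF2 (-0.01 to 0.20), PIK3R1 (-0.31 to 0.30), SOX2 (-0.15 to 0.51), PIK3CA (-0.53 to 0.17) and SOCS5 (-0.18 to 0.00). The difference between the tissues in AS did so for DKK2 (-0.19 to 0.24), NANOG (-0.33 to 0.07) and PIK3CA (-0.62 to 0.12). On arrays of number 1 only it changed for DKK2 between the breeds (-0.03), RSPO1 between the breeds (0.04), RSPO1 between the tissues (-0.02), HEY2 between the breeds (-0.02), LAMA2 between the breeds (-0.02), ZFPM2 SNOWBALL_045994_st between the breeds (0.02), POU5F1 between the breeds (0.02) and SOX2 between the tissues (-0.02). On arrays of number 2 only it changed for RSPO3 between the breeds (-0.24), SFRP1 between the breeds (-0.08), ZFPM2 SNOWBALL_000799_st between the breeds (0.01) and SOX2 between the breeds (0.07). With median centring it changed for PIK3R1 between the tissues in DL (0.00) and HEY2 between the breeds (0.00).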

Differences from the paper's values

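Counts are set beside the paper's at its adjusted p of 0.1, but without its detection filter. Of the tests in this part, the ones on arrays of number 2 only and the 2 combinations of block, filter and adjustment were chosen only after the result was seen. Supplementary Table 2 lists 191, 139, 82 and 86 probe sets for breed, tissue, tissue in DL and tissue in AS, of which 180, 131, 79 and 83 were analysed here, all with the same direction (r of 0.995 to 0.997). Of these, 91, 48, 15 and 8 passed here, and 163, 98, 51 and 55 with the replicate block, which drops 17, 33, 28 and 28.

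The paper's filter left 5946 probe sets, and SD above 0.25 alone left 15281 here. Of the alternatives set before the data were examined, the SD of the 4 group means (6878) and SD above 0.25 with the brightness filter (5982) come within 1.5 times. Between the breeds the paper's count was 191 and 318 were called here, with 227 under SD above 0.25, 195 without the variance trend, 167 at an adjusted p of 0.05, and 141 without DL-FP 1, 140 without DL-FS 1, 168 without DL-FS 2, 150 without AS-FP 2 and 154 without AS-FS 1 within 1.5 times of it. The paper's count higher in DL was 110 and 208 were called here, with 139, 123 and 109 under the same 3 settings, and 81 to 108 without each array except DL-FP 2. The other alternatives set before the data were examined differ for both counts. The paper's gene count between the tissues was 123, and 74 were called here, with 124 under the brightness filter, 91 with quantile normalization again, 83 with array weights and 82 with the additive model within 1.5 times. The others set before the data were examined were not.

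For FP against FS in DL the paper's counts were 82 probe sets, 38 higher in FP, 44 higher in FS and 75 genes, and here they were 21, 9, 12 and 15, with no alternative set before the data were examined within 1.5 times. In AS the paper's counts were 86, 51, 35 and 77, and here 26, 21, 5 and 13. SD above 0.25 gave 69 in all and 55 higher in FP, within 1.5 times, and no alternative set before the data were examined did so for the other two counts. For IGF1 in DL (SNOWBALL_023015_st) the paper's log2 difference is 1.38 and 1.12 was found here, 1.24 without DL-FP 2, which comes within the error, while the other alternatives do not.

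Arrays of number 2 only, chosen after seeing the values, gave 237 probe sets between the breeds and 139 higher in DL, within 1.5 times of the paper's, and drop 130 of the 180. The replicate block with the linear model of the methods, SD above 0.25, the brightness filter and a joint adjustment over 6 comparisons was chosen after seeing the values, because its filter keeps 5982 probe sets, about as many as the paper's, and drops 54 of 180, 46 of 131, 33 of 79 and 39 of 83 of the paper's called probe sets. It gave 263 between the breeds (159 higher in DL), 122 genes between the tissues, 112 in DL (56 and 56, 93 genes) and 111 in AS (64 and 47, 86 genes), each within 1.5 times of the paper's, and is no evidence on the paper's method. The same combination without the brightness filter, chosen after seeing the values in Supplementary Table 2, gave 6 between the breeds, drops 176 of 180 and reaches none of the counts.

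Some genes that the paper's text names and its Supplementary Table 2 lists for a comparison did not pass here. Every difference had the paper's direction. The replicate block calls IGF2 (0.00941), LAMA2 SNOWBALL_039646_st (0.0404), NRP1 SNOWBALL_033757_st (0.0228), NRP1 SNOWBALL_032326_st (0.0424), NRP2 SNOWBALL_029736_st (0.0342), NRP2 SNOWBALL_044632_st (0.0858), TNC (0.00625), IGFBP4 (0.00342) and SOCS5 (0.0119) between the breeds, as adjusted p. It also calls DOCK4 (0.0844), HEY2 (0.00851), IGF2 (0.0012), NRP1 SNOWBALL_032326_st (0.00775), NRP1 SNOWBALL_033757_st (0.0315), NRP2 SNOWBALL_029736_st (0.0149), TNC (0.0044) and IGFBP4 (0.00941) between the tissues. Within DL it calls SFRP1 (0.0251), HEY2 (0.0256), IGF1 (0.0204), IGF2 (0.042), LAMA2 SNOWBALL_039646_st (0.067), MEOX2 (0.0585), NRP1 SNOWBALL_032326_st (0.0945), NRP2 SNOWBALL_029736_st (0.0585), PTGFR (0.0553) and TNC (0.0337). Within AS it calls SFRP1 (0.0214), IGF2 (0.00449), MEOX2 (0.0617), NRP1 SNOWBALL_032326_st (0.0299), NRP1 SNOWBALL_033757_st (0.0754), PRDM8 (0.0085), TNC (0.0299), ZFPM2 SNOWBALL_045994_st (0.0299), ZFPM2 SNOWBALL_000799_st (0.0365) and IGFBP4 (0.0173). SD above 0.25 calls IGF2 between the tissues (0.0718). The brightness filter calls IGF1 between the tissues in DL (0.0806), IGF2 between the tissues (0.078), NRP1 SNOWBALL_032326_st between the tissues (0.0888), NRP2 SNOWBALL_029736_st between the tissues (0.085), PRDM8 between the tissues in AS (0.082), ZFPM2 SNOWBALL_045994_st between the tissues in AS (0.0759) and SOCS5 between the breeds (0.0658). Quantile normalization again calls IGF1 between the tissues in DL (0.0846), NRP1 SNOWBALL_032326_st between the tissues (0.0689), NRP2 SNOWBALL_029736_st between the tissues (0.0895) and PRDM8 between the tissues in AS (0.0862). Median centring calls ZFPM2 SNOWBALL_045994_st between the tissues in AS (0.0919) and SOCS5 between the breeds (0.0969). The additive model calls SOCS5 between the breeds (0.0895). Arrays of number 2 only, chosen after seeing the values, call TNC between the breeds (0.0564) and drop 130 of 180. None of the settings fitted to single genes called DOCK4 between the breeds (0.495), DOCK4 between the tissues in DL (1), DOCK4 between the tissues in AS (0.772), HEY2 between the tissues in AS (1), LAMA2 SNOWBALL_029940_st between the breeds (0.873), LAMA2 SNOWBALL_029940_st between the tissues in DL (1), LAMA2 SNOWBALL_029940_st between the tissues in AS (1), LIFR between the tissues (0.974), LIFR between the tissues in DL (1), LIFR between the tissues in AS (1), NRP2 SNOWBALL_029736_st between the tissues in AS (0.839), PIK3CA between the breeds (0.913) and SOCS5 between the tissues in AS (1), with the adjusted p from limma here. The combination with the brightness filter was counted over the table only, not by gene.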

Other observations

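The tests of other splits of the arrays were chosen only after the result was seen. ALCAM, an adhesion molecule used as a stem cell surface marker, was higher in AS than in DL cells by 0.95 (standard error 0.15, adjusted p = 0.0519 from limma), with 4.69 ± 0.88 against 3.74 ± 0.13 (log2 RMA, SD, n = 4 arrays each), and the call was lost without each array except AS-FP 2 (adjusted p = 0.123 to 0.227). Its mean in AS-FP was 5.43, its other probe set (SNOWBALL_033516_st) differed by -0.24 between the breeds, and its FP minus FS difference of 0.82 passed with the replicate block (adjusted p = 0.0546) but not without it (0.134). Of 6 positive surface markers, 1 was higher and 0 lower in AS (1 and 1 adjusted over the list alone, 2 and 1 with the block; camera adjusted p = 0.609), and 0 were called between the tissues (1 higher unadjusted, adjusted over the list alone and with the block; camera adjusted p = 0.312). Of 5 negative markers, 0 were called between the breeds by limma (0 unadjusted, 0 adjusted over the list alone; camera adjusted p = 0.748), and 1 was lower in FP, CD34 (1 lower adjusted over the list alone; camera adjusted p = 0.852, direction down, while the median was 0.09). CD34 is also the 1 called of 11 sublining and adventitial fibroblast markers between the tissues (2 higher and 3 lower adjusted over the list alone, 3 lower with the block; camera adjusted p = 0.312), while CXCL12 passed in a dimmer probe set than the one in the list, SNOWBALL_000343_st, chosen after its values were seen (1.13, adjusted p = 0.0681). PI16, another of them, differed by -1.42 (standard error 0.29, adjusted p = 0.178, or 0.00178 with the block).

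Between the breeds, limma called 0 of 12 endothelial markers (1 lower unadjusted, adjusted over the list alone and with the block, camera adjusted p = 0.619), with PECAM1 at -0.53 (adjusted p = 0.22, or 0.02 with the block), 0 of 10 macrophage markers (2 higher unadjusted, 0 adjusted over the list alone, camera adjusted p = 0.224, or 0.0553 without DL-FP 2), 0 of 9 pericyte and smooth muscle markers (1 higher unadjusted, 0 adjusted over the list alone, 1 higher with the block, 0.434), 0 of 10 skeletal muscle cell markers (0 unadjusted, 0 adjusted over the list alone, 0.609), 0 of 9 synovial lining markers (2 lower unadjusted, 0 adjusted over the list alone, 0.5) and 0 of 30 ribosomal protein genes (0 unadjusted, 0 adjusted over the list alone, 0.861). The lining marker gene PDPN did pass between the breeds in a probe set outside the list, SNOWBALL_001011_st (-2.15, adjusted p = 0.000588, with -0.30 in its other probe set). Between the tissues limma called 0 of 12 endothelial markers (0 unadjusted, 0 adjusted over the list alone, camera adjusted p = 0.852), 0 of 10 skeletal muscle cell markers (0 unadjusted, 0 adjusted over the list alone, 0.91) and 0 of 9 synovial lining markers (1 higher and 1 lower unadjusted and adjusted over the list alone, 1 lower with the block, 0.452). It also called 0 of 20 genes of growth hormone, PI3K and SOCS signalling (2 higher and 1 lower unadjusted, 1 higher adjusted over the list alone and with the block, 0.548). Of 30 ribosomal protein genes 0 were called (0 unadjusted, 0 adjusted over the list alone, 0.673), and that list passed camera without AS-FS 2.

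Within FP, 38 probe sets were higher in AS (23 genes) and 63 higher in DL (41 genes), with sizes of 0.71 to 2.99, and within FS 15 (12 genes) and 30 (24 genes), with sizes of 0.8 to 3.27. With the replicate block these were 394 and 513 in all. Within FP, leaving out DL-FP 1 gave 5 (TNFRSF17, SLC5A7, DCP1A, DIP2A and the unnamed SNOWBALL_022054_x_st), DL-FP 2 gave 0 (2299 at an unadjusted p under 0.05; 2838 with all arrays), DL-FS 1 or DL-FS 2 gave 62, AS-FP 1 gave 15, AS-FP 2 gave 4 (TNFRSF17, SLC5A7, DIP2A and IGF2 in SNOWBALL_025926_s_st) and AS-FS 1 or AS-FS 2 gave 65. Those in brackets outside the rule for named genes were chosen after their values were seen. Within FS, leaving out DL-FP 1 or DL-FP 2 gave 16, DL-FS 1 gave 8, DL-FS 2 gave 10, AS-FP 1 gave 20, AS-FP 2 gave 17, AS-FS 1 gave 6 and AS-FS 2 gave 10.

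All 35 splits of the 8 arrays into 4 and 4 were fitted with 2 groups. The split by breed called 254 probe sets, and 2 of 35 splits called as many, the other being that by replicate number, so chance cannot be excluded by this count. The split by tissue called 59, and 3 of 35 splits called as many, the others being those by breed and by replicate number, so this count does not exclude chance either. The highest other count was 835, in the split by replicate number, which points to a structure of the arrays, and the counts with that number as a block are 1451 for breed and 471 for tissue. Among the 18 splits with 2 arrays of each number on each side, 1 called as many as breed and 2 as many as tissue, each count including the real split and the latter that by breed, the highest of the others was 25, and they are too few for a share under 0.05.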
